# Transcriptomic analyses of gastrulation-stage mouse embryos with differential susceptibility to alcohol

**DOI:** 10.1242/dmm.049012

**Published:** 2021-06-17

**Authors:** Karen E. Boschen, Travis S. Ptacek, Matthew E. Berginski, Jeremy M. Simon, Scott E. Parnell

**Keywords:** Fetal alcohol spectrum disorders, Apoptosis, Inflammation, Embryo, Brain development

## Abstract

Genetics are a known contributor to differences in alcohol sensitivity in humans with fetal alcohol spectrum disorders (FASDs) and in animal models. Our study profiled gene expression in gastrulation-stage embryos from two commonly used, genetically similar mouse substrains, C57BL/6J (6J) and C57BL/6NHsd (6N), that differ in alcohol sensitivity. First, we established normal gene expression patterns at three finely resolved time points during gastrulation and developed a web-based interactive tool. Baseline transcriptional differences across strains were associated with immune signaling. Second, we examined the gene networks impacted by alcohol in each strain. Alcohol caused a more pronounced transcriptional effect in the 6J versus 6N mice, matching the increased susceptibility of the 6J mice. The 6J strain exhibited dysregulation of pathways related to cell death, proliferation, morphogenic signaling and craniofacial defects, while the 6N strain showed enrichment of hypoxia and cellular metabolism pathways. These datasets provide insight into the changing transcriptional landscape across mouse gastrulation, establish a valuable resource that enables the discovery of candidate genes that may modify alcohol susceptibility that can be validated in humans, and identify novel pathogenic mechanisms of alcohol.

This article has an associated First Person interview with the first author of the paper.

## Abstract (precis)

**Editor's choice:** RNA-sequencing in gastrulation-stage mouse embryos provides information about gene expression patterns during normal mouse development and evidence that pre-existing genetic variability mediates risk to prenatal alcohol-induced birth defects.

## INTRODUCTION

Alcohol exposure during the first weeks of pregnancy is associated with significant birth defects involving the craniofacial region and central nervous system (Cook et al., 1987). Specifically, prenatal alcohol exposure (PAE) during gastrulation [third week of human pregnancy; embryonic day (E)7 in mice] results in the craniofacial malformations characteristic of fetal alcohol syndrome (FAS), including a thin upper lip, smooth philtrum, reduced head circumference and small eyes (Cook et al., 1987). In addition, gastrulation-stage PAE is associated with loss of midline brain tissue, including agenesis of the corpus callosum and holoprosencephaly (Higashiyama et al., 2007; Godin et al., 2010), disrupted morphogenic signaling (Zhang et al., 2014; Kietzman et al., 2014; Aoto et al., 2008) and widespread apoptosis (Dunty et al., 2001).

An ongoing question in the field of prenatal alcohol research is why some children exposed to alcohol *in utero* develop significant physical and cognitive deficits whereas others are relatively unaffected. While the dose and timing of alcohol exposure are certainly factors, it is known that environmental factors, such as stress or nutrition, and genetics can predispose an embryo to alcohol sensitivity or resistance. Studies using twins exposed to heavy prenatal alcohol revealed that dizygotic twins were less likely to both be diagnosed with FAS compared to monozygotic twins (Streissguth and Dehaene, 1993; Abel, 1988). Of the monozygotic twins examined, if one twin was diagnosed with FAS then the other was also diagnosed in 100% of cases, compared with only 64% concordance in the dizygotic twin sets. In addition, experiments in animal models of fetal alcohol spectrum disorder (FASD) have demonstrated that strains of mice and chicken exhibit different degrees of incidence and severity of PAE-related birth defects (Downing et al., 2009; Su et al., 2001). These data clearly suggest that there is a genetic component to FAS. Although the genetic differences that alter susceptibility to PAE between these strains are not yet clear, it is known that the deletion of certain genes can alter susceptibility to PAE (Eberhart and Parnell, 2016). For example, deleting one copy of either sonic hedgehog (*Shh*) (Kietzman et al., 2014), the Shh co-receptor cell adhesion associated oncogene associated (*Cdon*) (Hong and Krauss, 2012, 2013) or downstream transcriptional activator Gli family zinc finger 2 (*Gli2*) (Fish et al., 2017) increases susceptibility to PAE in the brain, face and limbs. Likewise, deletion of one or both copies of the ciliary-related gene *Mns1* exacerbates the effects of PAE on the brain and face in a gene dose-dependent manner (Boschen et al., 2018). However, the identification of further genes that may alter susceptibility to PAE remains elusive.

In order to identify candidate genes that alter susceptibility to early developmental alcohol exposure, our current study identifies PAE-induced transcriptomic changes in the gastrulation-stage embryo using two closely related mouse strains: the C57BL/6J (referred to as 6J) strain obtained from The Jackson Laboratory and the C57BL/6NHsd (referred to as 6N) strain obtained from Envigo (formerly Harlan). Previous work has demonstrated that the 6J strain has a higher incidence of eye defects after prenatal alcohol compared to the 6N strain (Dou et al., 2013; Green et al., 2007). These strains were both derived from the original C57BL/6J mice bred by The Jackson Laboratory but were separated when the 6J strain was given to the National Institutes of Health (NIH) in 1951 and given from the NIH to Harlan in 1974. Now, over 200 generations separate the 6J and 6N strains. Notably, two known genetic mutations have emerged over the years. First, the 6J strain has a mutation in the *Nnt* gene, which encodes nicotinamide nucleotide transhydrogenase, an enzyme important for production of NADPH and removal of reactive oxygen species (ROS) from the mitochondria (Ronchi et al., 2013). The mutation in the 6J mice is comprised of two separate mutations: a missense (M35T) mutation in the mitochondrial leader sequence and a multi-exonic deletion of exons 7-11, resulting in a non-functional protein. 6J mice have been shown to have five- to sevenfold lower levels of Nnt in the islets and liver (Toye et al., 2005), impaired insulin secretion and mitochondrial redox abnormalities (Ronchi et al., 2013). Mutations in the *Nnt* gene could cause reduced NADPH and glutathione stores and impaired oxidative stress responses in the 6J embryos, possibly priming these embryos to be more likely to undergo cell death following alcohol exposure. Second, the 6N strain carries a single nucleotide deletion in the *Crb1* gene, called the *Rd8* mutation (Mattapallil et al., 2012). This mutation is associated with retinal degeneration, lesions and folding.

While the *Nnt* and *Rd8* mutation are two well-studied differences between the 6J and 6N strains, it is possible that other genetic variation is present during development that could modulate strain differences in risk and resilience to alcohol damage. In addition, it is unknown what effect these mutations have on gene expression during early embryonic development. The goals of this experiment were two pronged. First, we used the gathered transcriptome data to provide information about gene expression across gastrulation during normal mouse development. To this end, a web-based tool was created to allow gene-by-gene exploration of expression patterns across the first 12 h of gastrulation in both the 6J and 6N strains. Second, we examined PAE-induced gene expression changes 6 h and 12 h after exposure (E7.25 and E7.5, respectively), adding valuable information about the molecular targets of this mouse model of FASD.

## RESULTS

### Web-based tool as a resource for data visualization and exploration

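RNA from whole mouse embryos, stripped of extraembryonic tissue, was sequenced as paired-end reads after low-input library preparation. The deposited values cover 12 embryos collected at E7.0 before any injection (6 of the C57BL/6J strain, 6J, and 6 of the C57BL/6NHsd strain, 6N), 24 at E7.25 and 21 at E7.5. At the later time points dams had received 2 injections of vehicle or of ethanol (2.9 g/kg, 4 h apart), and embryos were collected 6 h or 12 h after the first. Each strain and treatment had 6 embryos at E7.25. At E7.5 there were 5 6J vehicle, 6 6J PAE, 6 6N vehicle and 4 6N PAE embryos, after the paper had removed 3 outliers. The paper took no more than 2 embryos from a litter, and the sample records do not name the litters. The authors measured transcripts with Salmon and transformed them with the variance-stabilizing transformation (VST) of DESeq2, separately for each time point. The resulting expression values are on a log2 scale that flattens at low expression, for 24444 genes. Read counts and depth are not given, so groups were tested within a time point only and no detection limit can be stated. In the deposited values the mean of each gene is equal across the 6 replicate numbers at E7.25 and E7.5, and across 3 sets of 4 embryos at E7.0, to within 9.17e-09. Sets of embryos drawn at random differed by 0.0735, 0.253 and 0.341 (medians over genes at E7.0, E7.25 and E7.5). The paper describes pools of 4 samples, 1 per lane, with the same arrangement. Groups were compared with limma on the deposited values, with all groups of a time point in a single fit. Tests covered 14159 genes at E7.0, 17782 at E7.25 and 19642 at E7.5, and p-values were adjusted by the Benjamini-Hochberg method within each comparison, at the paper's threshold of 0.05. Every comparison was repeated with the replicate number as a term (replicate block), or with the 3 sets of embryos as a term at E7.0. In simulated data with the same equal means, the fit without the block called 49 of 17582 unchanged genes after PAE in 6J embryos at E7.25, and the fit with the block called 8. Of the changed genes the fits without and with the block recovered 40 and 30 of 67 at a change of 0.5. They recovered 57 and 54 of 67 at 1, and 65 and 64 of 66 at 2. Without the block the share of false calls among all calls therefore exceeded the 0.05 threshold. The block leaves the differences at E7.25 as they are and takes 5 of the 20 residual degrees of freedom. Gene lists for pathways and cell types were fixed before the data were examined and tested with limma's camera. The paper had been read by then, and several lists hold genes it calls in these embryos, such as Chac1, Aven, Tap2, Shh, Mef2c and S100a9. Such lists are not fully independent of the data. Differences are given as PAE minus vehicle or 6J minus 6N on the log2 scale, and genes that passed the test are said to rise, fall or differ.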

We performed whole transcriptomic analyses of 6J and 6N mouse embryos at three time points (E7.0, E7.25 and E7.5) using RNA sequencing (RNA-seq) (Fig. 1A). We assembled a transcriptomic database of normal embryonic development, as well as characterized how strain differences and PAE treatment governs these processes. A web-based visualization tool (http://parnell-lab.med.unc.edu/Embryo-Transcriptomics/) was created for a gene-by-gene query of the transcriptomic data from both strains and from both control and PAE-treated embryos at each time point. Strain and prenatal treatment options can be toggled on or off to compare relative expression of a gene of interest in a single strain across time points, or between the 6J and 6N strains across time. For example, expression of *Wdfy1* significantly differs between the strains across all time points but is not affected by PAE (Fig. 1B). Conversely, *Shh* increases in expression in both strains over time, but PAE significantly reduces expression in the 6J strain (Fig. 1C). 

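Wdfy1 encodes an adaptor of Toll-like receptor signaling. Its expression after PAE differed from vehicle by 0.14 (standard error 0.0948, adjusted p = 0.471) in 6J embryos and by 0.13 (standard error 0.0948, adjusted p = 0.476) in 6N embryos at E7.25 (n = 6 per group). At E7.5 the differences were 0.20 (standard error 0.261, adjusted p = 0.651) in 6J embryos (n = 6 and 5) and −0.20 (standard error 0.278, adjusted p = 0.724) in 6N embryos (n = 4 and 6). None of these 4 differences passed the limma test. Levels in single 6J embryos at E7.5 ran from 7.80 to 9.14 after PAE and from 8.01 to 8.60 after vehicle.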

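Shh encodes the secreted ligand sonic hedgehog, made by axial mesoderm at this stage. At E7.25 its expression in PAE embryos differed from vehicle by −0.36 (standard error 0.183, adjusted p = 0.322) in the 6J strain and by −0.38 (standard error 0.183, adjusted p = 0.245) in the 6N strain, and neither difference passed the test. The strain difference in the response to PAE at E7.25 was 0.03 (standard error 0.259, adjusted p = 0.977). Shh levels at E7.25 were 6.90 after PAE and 7.26 after vehicle in 6J embryos, and 6.98 and 7.37 in 6N embryos. Genes without reads stand at 6.77 there. Near that value a difference is compressed, so the size of these changes as fold changes is not known.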

The gene expression data generated in this study provide a valuable resource for developmental biologists, toxicologists, mouse geneticists and researchers interested in models of FASD.

**Fig. 1.**
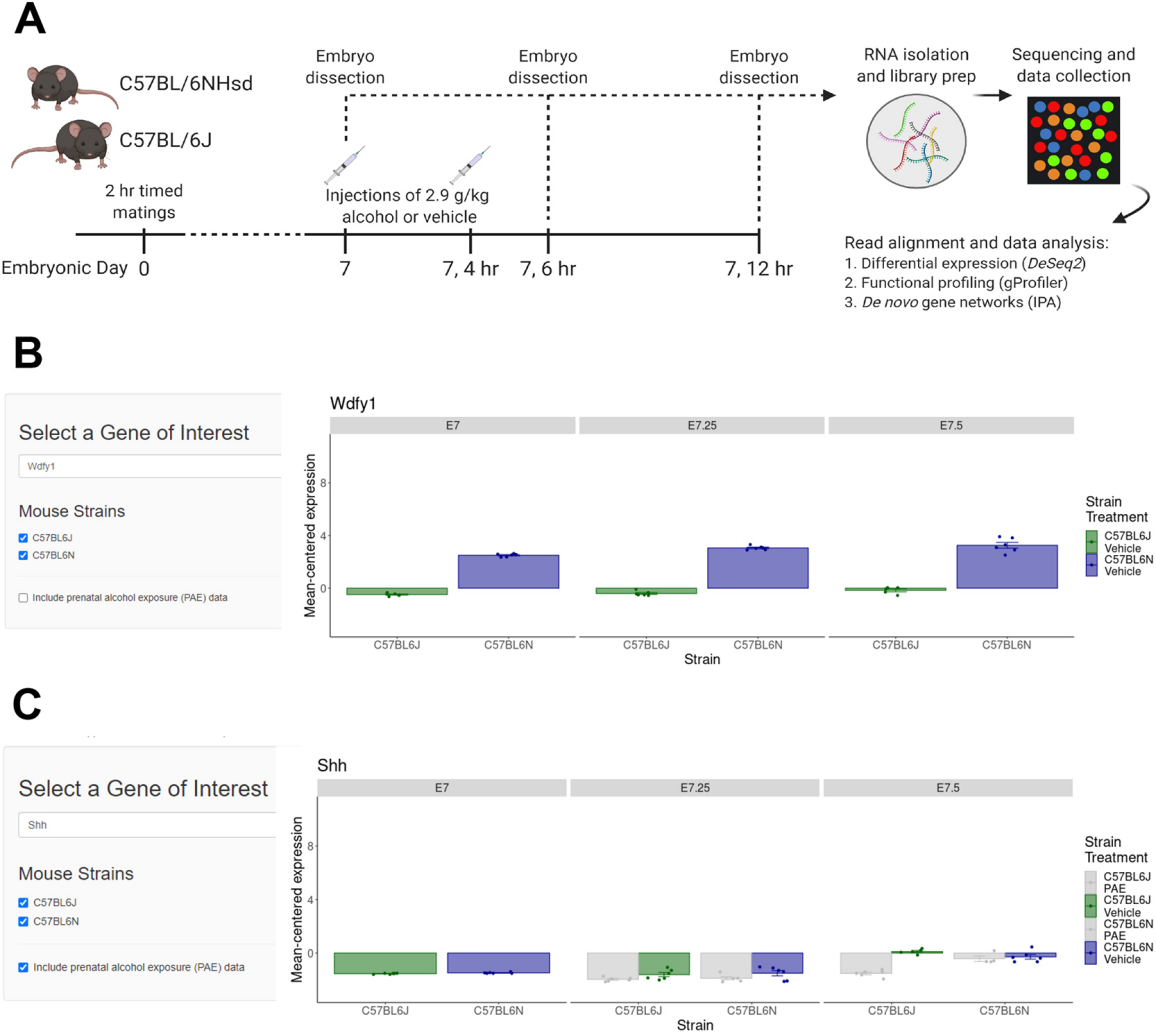
**Experimental timeline and example of web-based visualization tool.** A web tool was created as a resource to allow gene-by-gene exploration of expression patterns across the first 12 h of normal mouse gastrulation in the 6J and 6N strains. (A) Experimental timeline. (B) Comparison of expression of *Wdfy1*, a gene that significantly differed between the 6J and 6N strains, across time. Single strains can be selected for viewing using the toggles on the left. (C) PAE data can be toggled on and off using the options. *Shh* expression was impacted by prenatal alcohol exposure (PAE) in the 6J, but not 6N, mice. Figure created with Biorender.com.

### Transcriptional differences between 6J and 6N mouse embryos during gastrulation

Gene expression across the first 12 h of normal mouse gastrulation was compared between the 6J and 6N strains (a representative image of a gastrulation-stage mouse embryo is shown in Fig. 2A). Heat maps showing hierarchical clustering of gene expression of all significant genes for all replicates are in Figs S1-S7, and VST-normalized values for all significant genes are in Dataset 1. We first focused on how 6J and 6N embryonic gene expression differs at E7.0 to establish a baseline and explore strain-dependent transcriptional differences prior to alcohol exposure. Eighty genes were identified as differentially expressed between the 6J and 6N strains at E7.0. Of these, 67 showed higher expression (83.8%) and 13 showed lower expression (16.2%) in the 6J relative to 6N strain (Fig. 2B). 

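Among the genes that differed between the strains at E7.0, 5 were higher and 4 were lower in 6J than in 6N embryos (n = 6 per strain). Higher in 6J embryos were Ide, Entpd4, which encodes a nucleotide-hydrolyzing enzyme of the Golgi and lysosome, Ep400, Il1rn and Mrc1. Entpd4 differed by 0.63 (standard error 0.0665, adjusted p = 0.000554, or 0.00517 with the pools as a term) and the chromatin remodeler Ep400 by 0.44 (standard error 0.0458, adjusted p = 0.000554, or 0.00545 with the pools as a term). Mrc1, the mannose receptor of macrophages, differed by 0.41 (adjusted p = 0.00248). Lower in 6J embryos were Wdfy1, Efcab7, Nnt and Dynlt1b, a dynein light chain gene with a difference of −0.56 (standard error 0.0393, adjusted p = 6.66e-06, or 0.000169 with the pools as a term). With the pools as a term, 5 genes were higher and 3 lower, and quantile normalization gave 6 and 3. At an unadjusted p under 0.05 there were 1538 genes among the 14159 tested.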

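Few genes of cytokine signaling, innate immune cells and the interferon response differed between the strains at E7.0, and most had small positive differences (6J minus 6N). Of 16 cytokine, chemokine and receptor genes tested, 1 was higher and 0 were lower (3 and 0 when adjusted over the list alone), with a mean difference of 0.19. The camera test placed this list above other genes (adjusted p = 2.29e-05, and adjusted p = 0.135 with an estimated correlation). Of 11 macrophage and monocyte genes, all had positive differences (mean 0.24) and 1, Mrc1, passed (3 when adjusted over the list alone; camera adjusted p = 6.76e-07, and adjusted p = 0.217 with an estimated correlation). Of 7 neutrophil genes, 0 passed limma's test over all genes and 5 were higher at an unadjusted p under 0.05 (5 when adjusted over the list alone; mean 0.35; camera adjusted p = 0.000289, and adjusted p = 0.22 with an estimated correlation). Of 30 interferon response genes, 28 had positive differences, and 0 passed limma's test, with 12 higher at an unadjusted p under 0.05 (2 when adjusted over the list alone; mean 0.14; camera adjusted p = 1.87e-07, and adjusted p = 0.135 with an estimated correlation). Adult globins, which embryos of this age do not yet make in quantity, were higher by a mean of 0.51 in the same 6J embryos (camera adjusted p = 0.0011, and adjusted p = 0.683 with an estimated correlation), and genes of the decidua and uterus by a mean of 0.25 (camera adjusted p = 0.0144, and adjusted p = 0.695 with an estimated correlation).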

Functional profiling revealed upregulation of pathways related to inflammation and cytokine production, cell migration and intracellular signaling (Fig. 2C; Table S1).

**Fig. 2.**
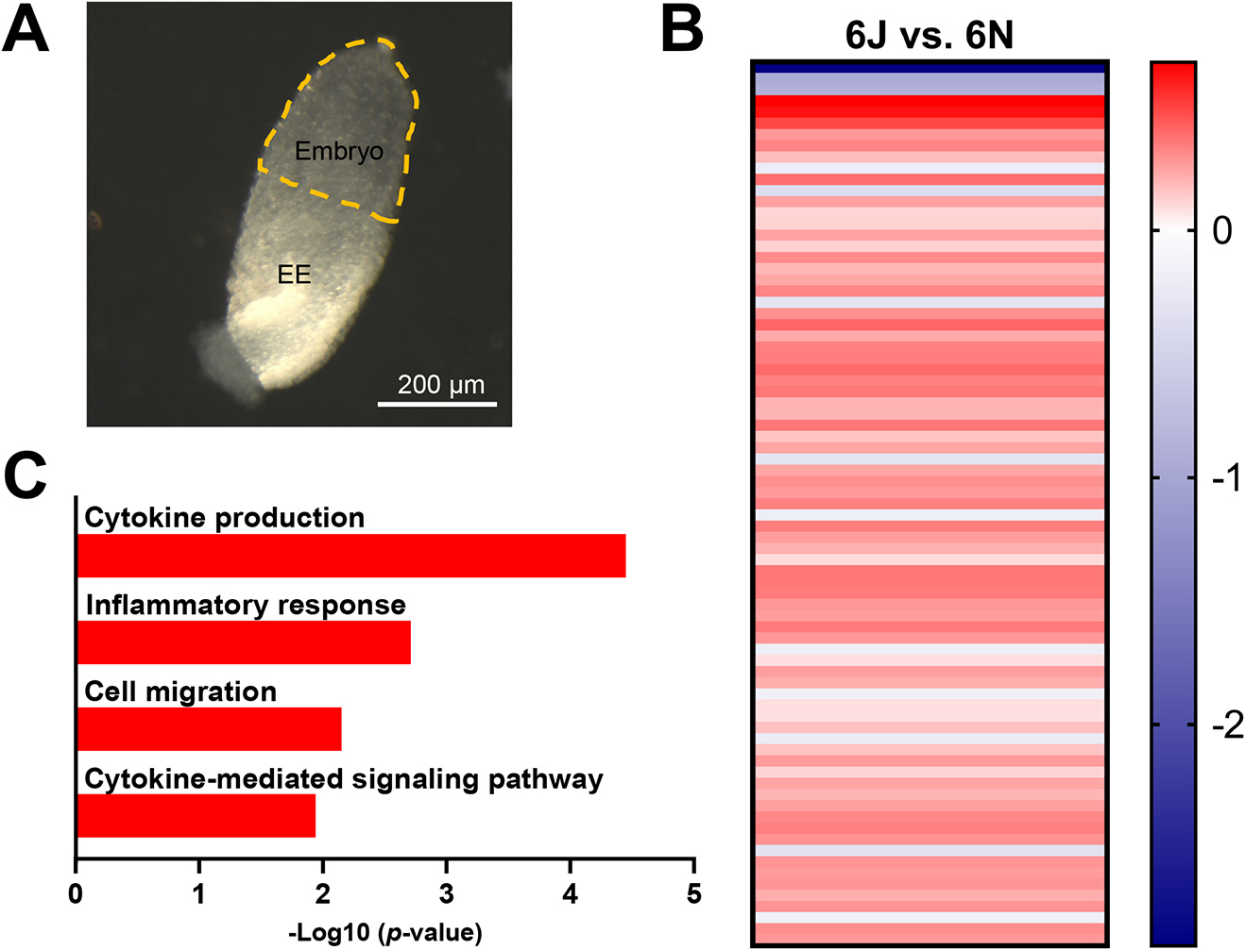
**Immune signaling gene pathways are upregulated in the 6J compared to the 6N strain.** (A) Representative image of E7.0 mouse embryo. Embryo highlighted in yellow was dissected from the extraembryonic tissue (EE) for sequencing. (B) Heat map of genes altered in the 6J versus 6N strain at baseline (prior to alcohol administration) on E7.0. Data are expressed as log_2_ fold change (Log_2_FC). Blue, downregulated genes; red, upregulated genes. *n*=6/group. (C) Functional profiling of genes differentially expressed in the 6J versus 6N strain at E7.0. *n*=6/group.

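Il1rn, which encodes the secreted antagonist of the interleukin 1 receptor, was higher in 6J embryos, at 8.5 ± 0.078 against 8.09 ± 0.105 in 6N embryos (SD, n = 6 each). The difference was 0.41 (standard error 0.0516, adjusted p = 0.00248, or 0.0178 with the pools as a term). Il1r1, the signaling receptor of interleukin 1, had a difference of 0.42 (standard error 0.0873, adjusted p = 0.15), and Tnfrsf9, a receptor of the tumor necrosis factor family, of 0.43 (standard error 0.129, adjusted p = 0.256). Neither of these passed the test. Without 6J replicate 6 the adjusted p of Il1r1 was 0.0245, and it ran up to 0.312 over the fits without 1 embryo. Ccl4, a chemokine, stood at 8.24 ± 0.0565 in 6J and 8.01 ± 0.0542 in 6N embryos, near the value of 7.97 held by genes without reads, and was below the filter on low values.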

Multiple genes that encode cytokines/chemokines and immune signaling molecules had higher expression in the 6J strain, including *Ccl4*, *Il1r1*, *Il1rn* and *Tnfrsf9*. The most upregulated gene [largest positive log_2_ fold-change (Log_2_FC)], *Ide*, encodes an insulin-degrading enzyme that is known to degrade the B chain of insulin and amyloid beta (Bennett et al., 2000), suggesting a role in Alzheimer's disease. 

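Ide had the largest positive difference, on the VST scale, of the genes that passed the test at E7.0. Its level was 13.9 ± 0.239 in 6J and 13 ± 0.132 in 6N embryos (SD, n = 6 each), a difference of 0.88 (standard error 0.0972, adjusted p = 0.000716, or 0.00517 with the pools as a term).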

Expression of *Ide* has been found to be relatively low in embryonic *Drosophila* (Stoppelli et al., 1988) and neonatal rat (Kuo et al., 1993) compared to their adult counterparts, suggesting a more prevalent role of this protein during adulthood. There were no significantly overenriched pathways among the downregulated genes; however, the *Nnt* gene was significantly downregulated in the 6J strain, corroborating the well-known mutation in the 6J mouse strain (Ronchi et al., 2013). 

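Nnt, the mitochondrial transhydrogenase gene that is mutated in the 6J strain, was lower in 6J embryos at E7.0 by a small margin, at 11.997 ± 0.0502 against 12.21 ± 0.0353 in 6N embryos (SD, n = 6 each). The difference of −0.21 had a standard error of 0.0333 and an adjusted p of 0.0266 (limma), and 0.246 with the pools as a term. In 10 of the 12 fits that leave out 1 embryo, Nnt no longer passed (adjusted p up to 0.095). The lowest 6J embryo, replicate 4, stood at 11.901, and the lowest 6N embryo, replicate 6, at 12.143.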

The gene most downregulated in the 6J relative to 6N strain was *Wdfy1*, which encodes an adaptor protein involved in protein–protein and protein–DNA interactions. 

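Wdfy1 showed the largest difference between the strains at E7.0, with 9.06 ± 0.104 in 6J and 12 ± 0.113 in 6N embryos (SD, n = 6 each). The difference of −2.99 had a standard error of 0.0615 and an adjusted p of 7.41e-13 (limma).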

Wdfy1 also acts as an adaptor protein for Toll-like receptors 3 and 4 (Hu et al., 2015), implicating this protein in the immune signaling response. 

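Efcab7 encodes a protein of the primary cilium that acts with Smo in hedgehog signaling. At E7.0 its expression was 8.69 ± 0.108 in 6J and 9.45 ± 0.084 in 6N embryos (SD, n = 6 each). The difference was −0.76 (standard error 0.0557, adjusted p = 7.95e-06, or 0.000169 with the pools as a term). Of 72 core ciliary genes tested at E7.0, Efcab7 was the only member that passed the test, with 0 members higher and 1 lower.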

*Efcab7* was also downregulated in the 6J relative to 6N strain; this gene is associated with primary cilia function and, in particular, Shh signaling via smoothened (Smo) (Pusapati et al., 2014).

Because the majority of pathways and genes were related to the cellular immune signaling response, we hypothesized that 6J mice have heightened immune signaling activity that influences the stress response to a stimulus such as alcohol. We therefore sought to more comprehensively characterize the disrupted *de novo* gene networks using the Ingenuity Pathway Analysis (IPA) database of known protein–protein interactions. IPA allows insight into the functional relationships between differentially expressed genes that are not captured in the canonical terms and pathways used in the gene set enrichment analysis above. Six networks were dysregulated in the 6J relative to 6N (Table 1A; Table S2A) related to immune signaling (‘Inflammatory disease’, ‘Immune cell trafficking’, ‘Inflammatory response’) and cell proliferation (‘Cell cycle’, ‘Cell movement’, ‘Cellular assembly and organization’), supporting that baseline immune signaling differs between the strains. 

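The paper reasons from the immune genes and pathways that differ at E7.0 to a difference in baseline immune signaling between the strains. Lists of cell proliferation were tested with the same fit. Of 37 mitosis genes and 40 DNA replication genes, 0 and 0 were higher and 0 and 0 lower by limma in 6J embryos. At an unadjusted p under 0.05 there were 2 higher and 0 lower mitosis genes, and 1 higher and 3 lower DNA replication genes. Their mean differences were 0.027 (camera adjusted p = 0.212) and −0.0226 (camera adjusted p = 0.0263, and adjusted p = 0.695 with an estimated correlation).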

Differences in cell movement are likely to be linked to immune cell migration, although the source, type and function of these immune cells and related signaling molecules in the gastrulation-stage embryo is not yet clear. Overall, these genetic differences set the stage for the disparate responses to PAE observed in these two strains both hours (Figs 4 and 6) and days (Dou et al., 2013; Green et al., 2007) later in development.

**Table 1.**
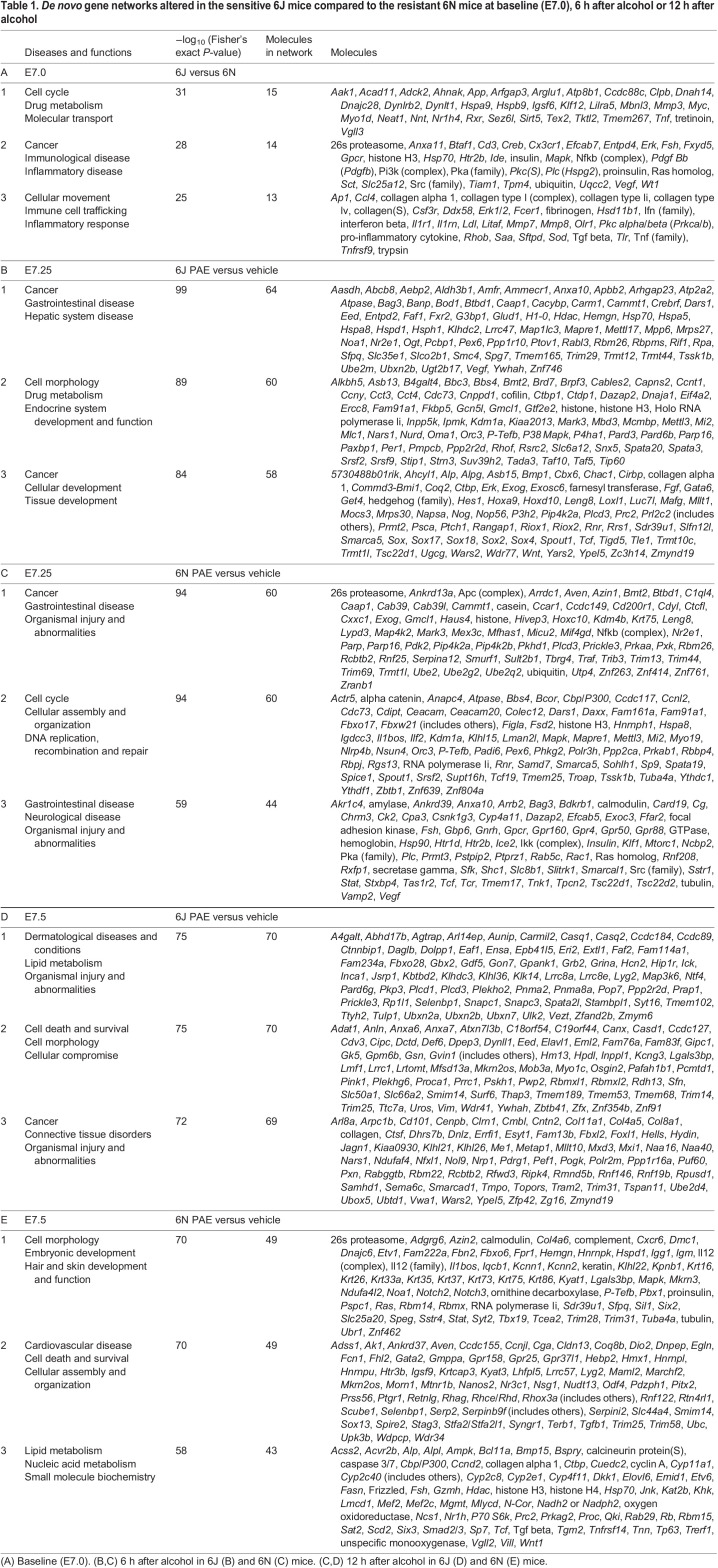
*De novo* gene networks altered in the sensitive 6J mice compared to the resistant 6N mice at baseline (E7.0), 6 h after alcohol or 12 h after alcohol

We next compared the 6J and 6N strains either 6 h or 12 h after E7.0 following two injections of vehicle solution to investigate strain differences at later developmental time points in the absence of alcohol. Gastrulation is a critical time of embryonic development, involving cell proliferation and fate decisions that establish the embryonic germ layers, with developmental events relying on temporally and spatially specific gene expression (Pijuan-Sala et al., 2019). At E7.25, 6 h post-vehicle injection, 315 genes were differentially expressed between the two strains. Of these genes, 128 genes were upregulated (40.6%) and 187 were downregulated (59.4%) in the 6J relative to the 6N strain. 

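At E7.25, 4 genes were higher and 7 were lower in 6J than in 6N vehicle embryos (n = 6 each). The higher ones were Ide at 1.01 (standard error 0.114, adjusted p = 2.77e-05, or 0.00143 with the replicate block), Entpd4 at 0.81 (standard error 0.121, adjusted p = 0.00142, or 0.0367 with the replicate block), the histone gene Hist1h4m and 2700038G22Rik at 0.55 (adjusted p = 0.0439, or 0.5 with the replicate block). Besides Wdfy1 and Efcab7, the lower ones included Dynlt1b at −0.88 (standard error 0.117, adjusted p = 0.00027, or 0.0111 with the replicate block), Rap1gds1, which encodes a guanine nucleotide exchange protein, at −0.74 (standard error 0.0932, adjusted p = 0.00013, or 0.00604 with the replicate block), and the ion channel gene Asic2 at −0.53 (adjusted p = 0.0493, or 0.5 with the replicate block). With the replicate block, 3 genes were higher and 4 lower. At an unadjusted p under 0.05 there were 941 genes. The 6 adult globin genes had a mean difference of −2.1 in the same embryos (0 passed limma's test, 6 at an unadjusted p under 0.05, 6 when adjusted over the list alone; camera adjusted p = 9.17e-13, and adjusted p = 0.0951 with an estimated correlation). Genes of the decidua and uterus had a mean difference of −0.69 (camera adjusted p = 1.63e-09, and adjusted p = 0.283 with an estimated correlation).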

Twelve hours after vehicle treatment, at E7.5, there were 304 differentially expressed genes between the 6J and 6N strains. Of these, similar to the E7.25 time point, 120 genes were upregulated (39.5%) and 184 genes were downregulated (60.5%) in the 6J strain.

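At E7.5, 4 genes were higher and 2 were lower in 6J (n = 5) than in 6N (n = 6) vehicle embryos. Entpd4 was higher by 0.85 (standard error 0.113, adjusted p = 0.000861, or 0.0146 with the replicate block), and Hist1h4m was also among the higher genes. The 2 lower genes were Wdfy1 and Efcab7. With the replicate block, 3 were higher and 2 lower, and at an unadjusted p under 0.05 there were 1761 genes. Ide, higher at the earlier time points, had a difference of 0.32 (standard error 0.206, adjusted p = 0.605). Adult globins went the other way from E7.25, with a mean difference of 1.81 (0 passed limma's test, 6 at an unadjusted p under 0.05, 6 when adjusted over the list alone, camera adjusted p = 4.66e-07, and adjusted p = 0.68 with an estimated correlation). In 6J replicate 5 the mean of these genes stood at 14.123, against 9.87 to 11.5 in the other 6J vehicle embryos.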

Functional profiling of genes from the E7.25 time point revealed only a small number of biological pathways that differed between the two strains, including altered hydrolase and endopeptidase activity and pathways related to cAMP signaling and apoptosis related to the downregulated genes (Table S3). 

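Among 40 apoptosis regulators at E7.25, 0 differed between the strains by limma, with 0 higher and 0 lower at an unadjusted p under 0.05. Their mean difference was 0.00812 and their median −0.00588 (camera adjusted p = 0.738). Of 14 granzyme and perforin genes, proteases and pore proteins of natural killer cells, 0 passed limma's test over all genes, 9 were lower at an unadjusted p under 0.05 and 7 were lower when adjusted over the list alone. Their mean difference was −0.64 (camera adjusted p = 1.53e-11, and adjusted p = 0.221 with an estimated correlation). The globin and decidual genes given for these embryos moved the same way.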

The top ten *de novo* networks were related to cell death, intercellular signaling, nutrient metabolism and embryonic development (Table S2B). At E7.5, functional profiling of the upregulated genes indicated increased prostaglandin signaling and GPCR signaling (Table S4). The downregulated pathways were again related to hydrolase and endopeptidase activity, consistent with the E7.25*. De novo* network analysis identified functions related to organ development, drug metabolism, protein processing and the cell cycle (Table S2C).

Overall, there was little change in which genes were strongly up- or downregulated across these 12 h of development, consistent with other studies showing that most genes expressed during gastrulation show relatively stable expression prior to the onset of organogenesis (Mitiku and Baker, 2007). 

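Entpd4, Wdfy1 and Efcab7 passed the test in the same direction at E7.0, E7.25 and E7.5, and all 3 also with the block terms. Dynlt1b and Ide passed at E7.0 and E7.25, and Hist1h4m at E7.25 and E7.5. Independent lists of these sizes would be expected to share fewer than 1 gene between any pair of time points. Each time point had its own embryos and its own normalization. Over all genes, the strain differences at E7.25 and E7.5 had a Pearson r of −0.00753, those at E7.0 and E7.25 of −0.155 and those at E7.0 and E7.5 of 0.247. These correlations are across genes, which are not independent replicates. The paper concludes that few of the strongly differing genes changed over these 12 h, which it sets beside reports of stable expression in gastrulation.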

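Wdfy1 kept the largest difference between the strains in vehicle embryos. At E7.25 its level was 8.47 ± 0.175 in 6J and 11.9 ± 0.151 in 6N embryos (SD, n = 6 each), a difference of −3.46 with a standard error of 0.0948 (adjusted p = 5.56e-18, limma). At E7.5 it was 8.39 ± 0.253 in 6J (n = 5) and 11.8 ± 0.54 in 6N embryos (n = 6). This difference was −3.42 with a standard error of 0.261 (adjusted p = 2.96e-07, limma).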

*Wdfy1* showed the largest downregulation by Log_2_FC at both time points in the 6J relative to 6N strain (−3.94 and −3.67 Log_2_FC, respectively), consistent with what was observed in these two strains at E7.0 prior to any injection. 

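Efcab7, the ciliary gene, was lower in 6J than in 6N vehicle embryos at both later time points. Levels were 8.09 ± 0.197 and 9.4 ± 0.126 at E7.25 (n = 6 each), a difference of −1.31 (standard error 0.134, adjusted p = 5.65e-06, or 0.000533 with the replicate block). At E7.5 they were 7.8 ± 0.148 (n = 5) and 9.3 ± 0.235 (n = 6), a difference of −1.50 (standard error 0.143, adjusted p = 8.51e-06, or 1.68e-05 with the replicate block).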

*Efcab7*, which had lower baseline expression in the 6J strain, exhibited the same effect at E7.25 (−1.78 Log_2_FC), but not at E7.5. The most upregulated gene in the 6J relative to 6N strain at E7.25 was *Hist1h4m* (*H4c17*), or histone cluster 1, H4m, a gene related to nucleosome assembly. This gene also showed a large upregulation at E7.5 and a small but statistically significant upregulation at E7.0. 

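Hist1h4m, a histone H4 gene, was low in all embryos and higher in the 6J strain. At E7.25 it stood at 7.29 ± 0.118 in 6J and 6.77 ± 0.0521 in 6N vehicle embryos (SD, n = 6 each), the latter at the value of 6.77 held by genes without reads. The difference was 0.53 (standard error 0.0513, adjusted p = 3.28e-06, or 0.000533 with the replicate block). At E7.5 it was 0.56 (standard error 0.0588, adjusted p = 3.43e-05, or 0.000489 with the replicate block). At E7.0 the gene lay below the filter on low values, at 8.24 ± 0.0351 in 6J and 7.97 ± 0.025 in 6N embryos, where genes without reads stand at 7.97. Near that floor the transformed difference is compressed. Its size as a fold change is not known.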

Interestingly, this gene was found to be downregulated in the hippocampus of fetal 6J mice (purchased from Orient Bio) following alcohol exposure from E8 to E12 (Mandal et al., 2015). The fact that expression of *Hist1h4m* differs between alcohol-sensitive and -resistant strains and expression is affected in certain models of PAE is strongly suggestive that this gene is a possible target of alcohol and mediator of alcohol sensitivity.

### Strain-specific differences in transcriptional response to PAE are evident as early as 6 h after exposure

We next compared the effect of PAE on embryonic gene expression in each strain at E7.25 to explore how strain differences modulate the initial transcriptional response to alcohol. At E7.25 (6 h post-PAE), 810 genes were significantly differentially expressed between PAE and vehicle in the 6J strain, and 702 genes were differentially expressed between PAE and vehicle in the 6N strain. In the 6J strain, 355 genes were upregulated (43.8%) and 455 were downregulated (56.2%) (Fig. 3A). 

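In 6J embryos at E7.25, 152 genes were higher and 362 lower after PAE than after vehicle (n = 6 each), and the changes were mostly moderate. The median size of the passing differences was 0.51 on the log2 scale, and 72 exceeded 1. Raised genes included Txnip, a regulator of glucose uptake and thioredoxin, at 1.17 (standard error 0.198, adjusted p = 0.00236, or 0.0289 with the replicate block), the cold-inducible RNA-binding protein gene Cirbp at 1.08 (adjusted p = 0.000505, or 0.0138 with the replicate block) and the antioxidant gene Srxn1 at 0.89 (adjusted p = 0.0041, or 0.0437 with the replicate block). Lowered genes included Ppp2ca, a phosphatase subunit, at −2.04 (adjusted p = 0.00319, or 0.034 with the replicate block), and Rac1, a small GTPase of cell migration, at −1.66 (adjusted p = 0.00416, or 0.0415 with the replicate block). In 6N embryos 190 genes were higher and 208 lower (n = 6 each), with a median size of 0.45 and 9 beyond 1. Cirbp was higher there too, by 0.93 (adjusted p = 0.00541, or 0.111 with the replicate block). With the replicate block, 25 genes were higher and 87 lower in 6J embryos, and in 6N embryos 0 passed limma's test (lowest adjusted p = 0.0537), with 2308 genes at an unadjusted p under 0.05. Without the block those unadjusted counts were 3054 in 6J and 3524 in 6N embryos. A fit of the 6N groups alone called 2 genes. Array weights gave 1384 genes in 6J and 1131 in 6N embryos, and the Y-linked covariate 295 and 410. The 6N count ran from 66 without 6N vehicle replicate 6 to 703 without 6N PAE replicate 3, and the 6J count from 293 without 6J vehicle replicate 4 to 693 without 6J vehicle replicate 2. After median centring the 6J split was 87 higher and 517 lower, and the 6N split turned to 97 higher and 91 lower.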

In the 6N strain, 372 genes were upregulated (52.9%) and 330 were downregulated (47.1%) (Fig. 3B). Of the differentially expressed genes, 228 were altered in both strains (Fig. 3C). 

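At E7.25, 94 genes passed in both strains, 37 higher and 57 lower in both, and 0 in opposite directions. Independent lists would share 1.62 higher and 4.23 lower genes. Trib3, Cirbp and Rsrp1 were among the shared genes. Of the genes that passed in 6J embryos, 485 (94.4%) had the same sign in 6N embryos, and of those that passed in 6N embryos 360 (90.5%) had the same sign in 6J embryos. When the response itself was compared between the strains, 1 gene passed, Fnd3c2, with a difference of 0.66 (standard error 0.0951, adjusted p = 0.00702, or 0.191 with the replicate block). At an unadjusted p under 0.05 there were 1547 genes, and with the replicate block 0 genes passed limma's test and 777 had an unadjusted p under 0.05. The block left 0 shared genes, since 0 genes passed in 6N embryos. There were 417 shared genes with array weights and 68 with the Y-linked covariate. The shared count was 31 without 6N vehicle replicate 2 and 169 without 6J vehicle replicate 2.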

In most cases, the directionality (up- or downregulated) was the same between strains, indicating that although there is a substantial subset of genes that are similarly affected in both the 6J and 6N strains, the majority of genes with significantly altered expression in each strain are unique.

**Fig. 3.**
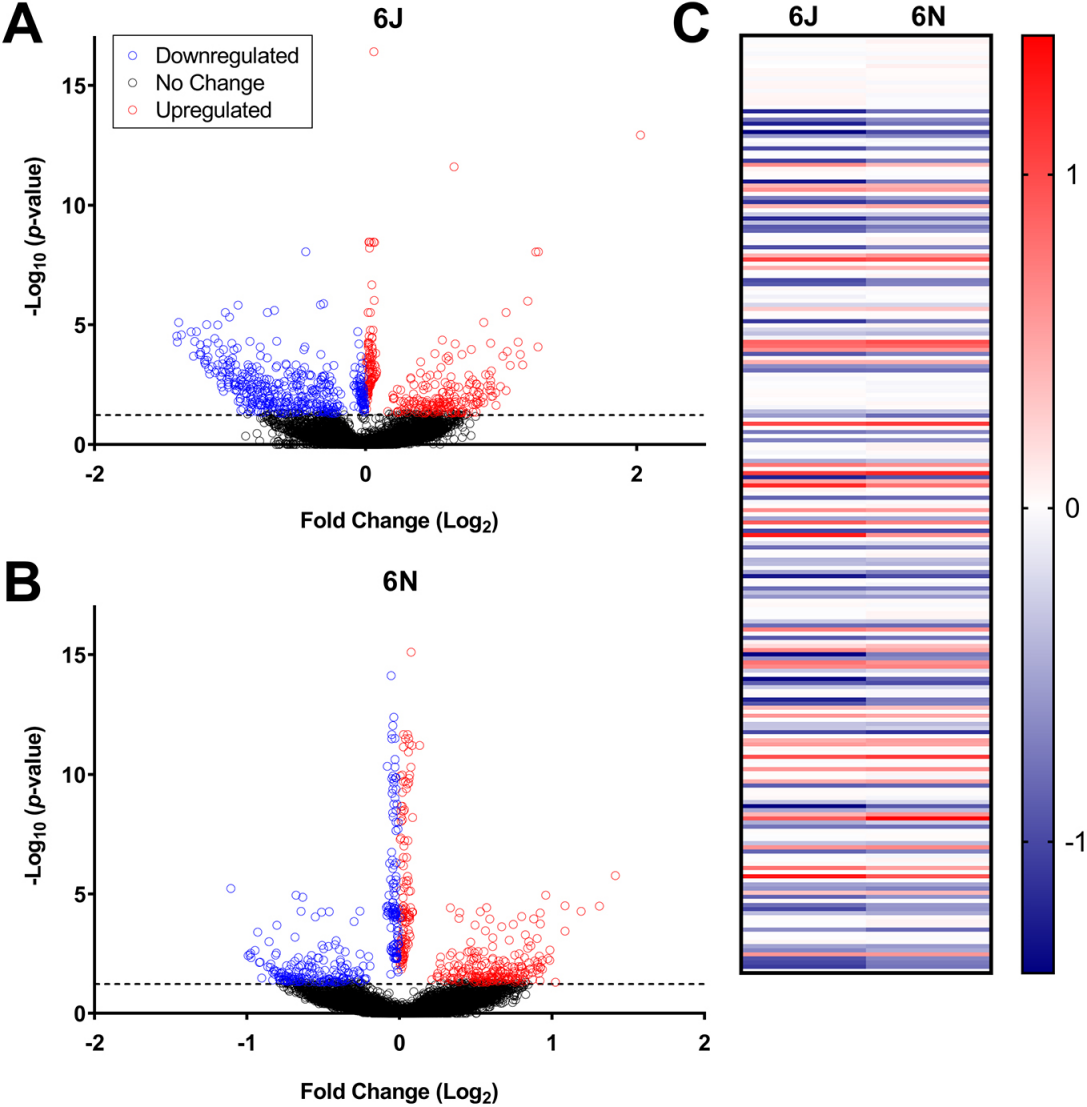
**Gastrulation-stage alcohol dysregulated more genes in the 6J strain than** **in** **the 6N strain 6 h after exposure.** (A) Volcano plot of genes significantly dysregulated by alcohol in the 6J mice 6 h after the first dose of alcohol (E7.25). (B) Genes significantly dysregulated by alcohol in the 6N mice 6 h after the first dose of alcohol (E7.25). (C) Heat map comparing 228 genes altered by alcohol in both the 6J and 6N mice at the E7.25 time point. Data are expressed as Log_2_FC. Blue, downregulated genes; red, upregulated genes. *n*=6/group.

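Ampd3, which encodes the hydrolase AMP deaminase 3, rose in 6J embryos 6 h after PAE by 1.21 (standard error 0.318, adjusted p = 0.0375, or 0.157 with the replicate block) (n = 6 each). It did not pass in 9 of the 12 fits without 1 embryo of these groups. Arrdc4, an arrestin family gene of glucose uptake, rose by 0.60 (adjusted p = 2.28e-05, or 0.00368 with the replicate block). No general list of hydrolases or endopeptidases was fixed beforehand, so none was tested. The narrower granzyme and perforin list, which holds proteases, had a mean level of 7.60 after PAE and 7.14 after vehicle in these 6J embryos. No member of it passed limma's test, and its camera test is given further below with the cytokine genes.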

Functional profiling of the genes upregulated following PAE in the 6J strain at E7.25 revealed that pathways related to catalytic activity (specifically, hydrolases and endopeptidases) were dysregulated (Fig. 4A; Table S5). 

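Bid, the Bcl-2 family gene of this pathway, differed between PAE and vehicle 6J embryos at E7.25 by 0.13 (standard error 0.069, adjusted p = 0.355) and did not pass the test (n = 6 each). Of 40 apoptosis regulators, 1 rose and 2 fell (3 and 4 when adjusted over the list alone; 0 and 1 with the replicate block). Bbc3, which encodes the pro-apoptotic protein PUMA, rose by 0.43 (adjusted p = 0.0198, or 0.124 with the replicate block). The genes that fell were Aven, an inhibitor of apoptosis, and Mcl1, a pro-survival Bcl-2 family member, at −0.92 (adjusted p = 0.00971, or 0.0636 with the replicate block). The mean over the list was −0.0468 and the median 0.00704 (camera adjusted p = 0.639). The paper's pathway is a set of genes found by enrichment, and activation of BID is a modification of the protein. Neither is measured by the Bid transcript or by this list.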

Interestingly, we identified ‘Activation, myristoylation of BID and translocation to mitochondria’ as upregulated by PAE. BH3-interacting domain death agonist (BID) is a pro-apoptotic protein of the Bcl-2 family that is activated by the post-translational modification N-myristoylation. Activation of BID causes the insertion of Bax into the mitochondrial membrane and release of cytochrome C (Eskes et al., 2000). This pathway, in combination with others related to cytolysis and apoptotic signaling, indicates that cell death pathways have begun to be activated in the 6J strain as early as 6 h post-PAE (E7.25). 

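Among 38 targets of p53, a transcription factor of the DNA damage response, in 6J embryos at E7.25, 2 rose and 0 fell (2 and 0 when adjusted over the list alone; 0 and 0 with the replicate block). The raised targets were Bbc3 and Sesn2, a stress-induced regulator of growth signaling, at 0.44 (adjusted p = 0.0375, or 0.17 with the replicate block). As a list, p53 targets did not stand apart from other genes (camera adjusted p = 0.253). Adult globins had a mean difference of 1.59 between these groups (0 passed limma's test, 6 at an unadjusted p under 0.05, 6 when adjusted over the list alone; camera adjusted p = 0.000192, and adjusted p = 0.47 with an estimated correlation). From the pathway of BID activation and others of cytolysis and apoptotic signaling, the paper concludes that cell death pathways had begun to be activated in 6J embryos by 6 h.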

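Some chaperone and ribosome assembly genes fell in 6J embryos 6 h after PAE. Among 36 heat shock and cytosolic chaperone genes, 1 rose and 9 fell (2 and 16 when adjusted over the list alone; 0 and 2 with the replicate block), and the list lay below other genes (camera adjusted p = 3.06e-07, and adjusted p = 0.267 with an estimated correlation). Hspa8, a constitutive chaperone, fell with a difference of −0.46 (adjusted p = 0.00101, or 0.0252 with the replicate block) and Hsph1 with −0.54 (adjusted p = 0.0041, or 0.0437 with the replicate block). In the endoplasmic reticulum, 0 rose and 4 fell (0 and 5 when adjusted over the list alone; 0 and 1 with the replicate block) of 24 genes of the unfolded protein response (camera adjusted p = 0.000132, and adjusted p = 0.403 with an estimated correlation). They included Pdia4 at −0.31 (adjusted p = 0.00416, or 0.0476 with the replicate block). Of 46 ribosome biogenesis genes, 0 rose and 3 fell (0 and 4 when adjusted over the list alone; 0 and 1 with the replicate block), Nop56 among them at −0.33 (adjusted p = 0.000577, or 0.0251 with the replicate block) (camera adjusted p = 0.000132, and adjusted p = 0.47 with an estimated correlation). For the 63 nuclear genes of the mitochondrial respiratory chain, 0 passed limma's test, with 0 higher and 4 lower at an unadjusted p under 0.05 (0 and 0 when adjusted over the list alone). Their mean difference was −0.19 (camera adjusted p = 1.06e-08, and adjusted p = 0.627 with an estimated correlation).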

Analysis of downregulated genes in the 6J strain found that cellular metabolism and binding activity were reduced. ‘Binding activity’ included enzymatic, DNA and protein binding, and likely indicates an overall reduction in cellular activity that coincides with decreased metabolism. 

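Of 40 DNA replication genes, 0 rose and 3 fell in 6J embryos at E7.25 (0 and 3 when adjusted over the list alone). These were E2f1, a transcription factor of the G1/S transition, at −0.96 (adjusted p = 0.00704, or 0.0567 with the replicate block), and the origin licensing genes Orc3 at −0.28 (adjusted p = 0.00416, or 0.0522 with the replicate block) and Cdc6 at −0.21 (adjusted p = 0.032, or 0.188 with the replicate block). In the fit with the block 0 passed limma's test, against 6 lower at an unadjusted p under 0.05 without it, and the list lay below other genes (camera adjusted p = 0.00418, and adjusted p = 0.5 with an estimated correlation). Among 37 mitosis genes, Cdc25b, a phosphatase that triggers mitosis, rose by 0.46 (adjusted p = 0.00499, or 0.0542 with the replicate block) and the condensin gene Smc4 fell with −0.25 (adjusted p = 0.0329, or 0.178 with the replicate block). No other mitosis gene passed.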

Multiple terms related to cell cycle regulation were also identified in the downregulated genes, suggesting that cell proliferation is slowed or paused while the embryo responds to the alcohol insult. *De novo* network analysis revealed multiple associations with organ health and development, cancer/cell cycle, drug metabolism and cell death (Table 1B; Table S2D).

**Fig. 4.**
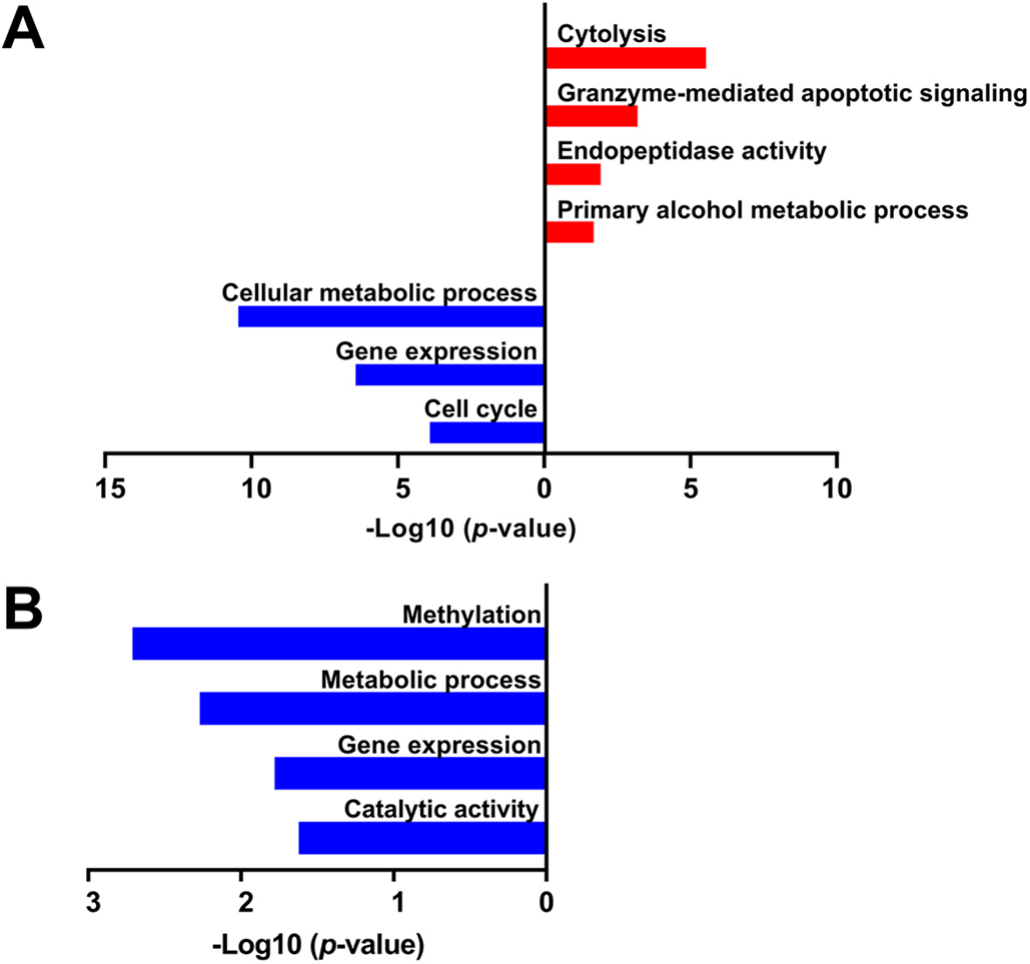
**Functional profiling of biological pathways enriched in the 6J and 6N strains 6 h after alcohol exposure (E7.25).** (A) 6J strain. (B) 6N strain. *n*=6/group.

The top two genes downregulated following PAE in the 6J strain at E7.25 were *Srsf2*, which encodes a protein that regulates constitutive and alternative splicing of pre-mRNA that has been linked to cell death through the p53 pathway (Comiskey et al., 2020), and *Alyref*, which encodes the molecular chaperone Aly/REF export factor, which is involved in RNA processing and nuclear export. 

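Several splicing and RNA export factors fell in 6J embryos 6 h after PAE. Srsf2 stood at 12.5 ± 0.61 after PAE and 14.5 ± 0.859 after vehicle (SD, n = 6 each), a difference of −2.06 (standard error 0.38, adjusted p = 0.00391, or 0.0388 with the replicate block). For Alyref the difference was −2.16 (standard error 0.434, adjusted p = 0.00614, or 0.0476 with the replicate block). Of 48 genes on the list, 1 rose and 7 fell (1 and 13 when adjusted over the list alone; 1 and 5 with the replicate block) (camera adjusted p = 2.3e-06, and adjusted p = 0.42 with an estimated correlation). Rsrp1, an arginine- and serine-rich protein gene, fell with −1.10 (adjusted p = 0.00246, or 0.031 with the replicate block), and Srsf7 with −0.50 (adjusted p = 0.00416, or 0.0437 with the replicate block), while Cirbp rose. In 6N embryos Srsf2 differed by −1.39 (standard error 0.38, adjusted p = 0.0528). The difference in response between the strains was −0.66 (standard error 0.537, adjusted p = 0.671) for Srsf2 and −0.58 (standard error 0.614, adjusted p = 0.74) for Alyref.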

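Chac1, an enzyme gene induced in the integrated stress response, had the lowest p of all genes after PAE in 6J embryos at E7.25. Its level was 9.92 ± 0.3 after PAE and 8.15 ± 0.255 after vehicle (SD, n = 6 each), and all 6 PAE embryos lay above all vehicle embryos. The difference was 1.77 (standard error 0.179, adjusted p = 1.24e-05, or 0.00101 with the replicate block). Prap1, a secreted protein gene of epithelia, had a larger difference of 3.33 (standard error 0.682, adjusted p = 0.00693, or 0.0522 with the replicate block). In 6N embryos Chac1 differed by 0.36 (standard error 0.179, adjusted p = 0.267), and the difference in response between the strains was 1.41 (standard error 0.253, adjusted p = 0.0884).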

The most upregulated gene in the 6J strain was *Chac1*, which encodes glutathione-specific gamma-glutamylcyclotransferase-1 (Gamma-GCG1), a protein involved in glutathione cleavage, induction of oxidative stress-related apoptosis, and a negative regulator of Notch signaling (Chi et al., 2012). 

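Trib3, a pseudokinase gene induced by the transcription factor ATF4, rose in 6J embryos by 1.08 (standard error 0.136, adjusted p = 0.00015, or 0.00983 with the replicate block) and in 6N embryos by 0.75 (standard error 0.136, adjusted p = 0.00972, or 0.132 with the replicate block) at E7.25. The difference in response between the strains was 0.33 (standard error 0.192, adjusted p = 0.598). Atf4 itself differed by 0.27 (standard error 0.0879, adjusted p = 0.107) in 6J embryos. Of 44 integrated stress response genes, 3 rose and 0 fell (8 and 0 when adjusted over the list alone; 2 and 0 with the replicate block) in 6J embryos (camera adjusted p = 6.87e-06, and adjusted p = 0.0707 with an estimated correlation). In 6N embryos 4 rose and 1 fell (7 and 1 when adjusted over the list alone; 0 and 0 with the replicate block), with a mean of 0.12 (camera adjusted p = 0.00543, and adjusted p = 0.502 with an estimated correlation). They included Ppp1r15a, which restores translation after stress, at 0.61 (adjusted p = 0.0304, or 0.197 with the replicate block).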

*Trib3* was also significantly upregulated and encodes Tribbles pseudokinase 3 (Trb-3), which is induced by NF-κB signaling, creates a negative feedback loop controlling Atf4 activity in response to cellular stress and prevents apoptosis. Interestingly, Trb-3 has also been shown to block expression of Gamma-GCG (Örd et al., 2016), thus limiting apoptosis through another pathway. Multiple types of cellular stress upregulated Trb-3, including nutritional deprivation (Liu et al., 2012) and endoplasmic reticulum (ER) stress (Örd et al., 2014). 

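Genes of glutathione and oxidative stress moved in both directions in 6J embryos at E7.25. Of 43 genes, 2 rose and 2 fell (2 and 2 when adjusted over the list alone; 2 and 1 with the replicate block). The raised genes were Chac1 and Srxn1, and the lowered genes were the subunits of the enzyme that starts glutathione synthesis, Gclm at −1.17 (standard error 0.228, adjusted p = 0.00506, or 0.0458 with the replicate block) and Gclc at −1.19 (standard error 0.277, adjusted p = 0.0176, or 0.0944 with the replicate block). The list as a whole did not stand apart (camera adjusted p = 0.644).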

In sum, alcohol-induced reductions in the expression of cellular metabolism and gene transcription pathways, as well as upregulation of genes related to oxidative stress and apoptosis, could lead to perturbed cell proliferation and embryonic growth in PAE 6J embryos.

We next compared gene expression patterns following PAE in 6N mice. Although 372 genes were upregulated, there were no significantly enriched pathways among them. However, analysis of the 330 downregulated genes revealed a reduction in cellular metabolism and methyltransferase activity (Fig. 4B; Table S6). Similarly to in the 6J strain, PAE seemingly caused a reduction in cellular activity in the 6N strain. 

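Of 63 nuclear genes of the respiratory chain in 6N embryos at E7.25, 0 passed limma's test, with 0 higher and 1 lower at an unadjusted p under 0.05 (0 and 0 when adjusted over the list alone), and their mean difference was −0.0024 (camera adjusted p = 0.943). Of 48 splicing and RNA export factors, 3 rose and 5 fell (5 and 19 when adjusted over the list alone; 0 and 0 with the replicate block) (camera adjusted p = 0.00167, and adjusted p = 0.646 with an estimated correlation). Of 59 genes of Wnt, FGF, BMP, Nodal and Notch signaling, 0 rose and 3 fell (0 and 3 when adjusted over the list alone; 0 and 0 with the replicate block). These were the Notch ligand gene Jag1 at −1.17 (adjusted p = 0.0386, or 0.203 with the replicate block), Bmp5 at −0.94 (adjusted p = 0.0295) and the Wnt inhibitor gene Dkk1 at −0.79 (adjusted p = 0.0472). The list lay below other genes (camera adjusted p = 0.0228, and adjusted p = 0.661 with an estimated correlation). Adult globins had a mean difference of −1.01 in these embryos (camera adjusted p = 0.0228, and adjusted p = 0.706 with an estimated correlation).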

Alteration of methylation could have effects on gene expression and protein function; some of the specific methyltransferases targeted by PAE included *Kdm1a*, *Kdm4b*, *Mettl3*, *Mettl4*, *Mettl16* and *Prdm5*, among others. 

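Of the 6 methyltransferase and demethylase genes, 5 fell in 6N embryos at E7.25 (n = 6 each; 6 when adjusted over the list alone; 0 with the replicate block). Mettl3, the catalytic subunit of the RNA N6-methyladenosine writer, differed by −0.40 (standard error 0.0746, adjusted p = 0.0106, or 0.136 with the replicate block). The others were Mettl16 at −0.34 (adjusted p = 0.0347, or 0.206 with the replicate block), Mettl4 at −0.40 (adjusted p = 0.0473, or 0.213 with the replicate block), Prdm5 at −0.54 (adjusted p = 0.0402, or 0.207 with the replicate block) and the histone demethylase gene Kdm4b at −0.60 (adjusted p = 0.042, or 0.207 with the replicate block). Kdm1a, another histone demethylase, had a difference of −0.93 (standard error 0.254, adjusted p = 0.0532) and did not pass. The list lay below other genes (camera adjusted p = 7.32e-07, and adjusted p = 0.0171 with an estimated correlation). The paper chose these genes on the same embryos, so the list is not independent evidence of its direction. In 6J embryos 3 of the 6 fell (camera adjusted p = 0.000409, and adjusted p = 0.176 with an estimated correlation), and the strain difference in response had an adjusted p of 0.872 for Mettl3 and 0.568 for Kdm4b.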

Gene network analyses also revealed pathways related to organ and tissue disease, cell cycle/DNA replication and repair, and cell and tissue morphology (Table 1C; Table S2E). 

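Rsrp1, a gene of an arginine- and serine-rich protein, stood at 11 ± 0.479 after PAE and 12.4 ± 0.17 after vehicle in 6N embryos (SD, n = 6 each), a difference of −1.35 (standard error 0.191, adjusted p = 0.00269, or 0.0537 with the replicate block). Irx5, a homeobox gene of early patterning, had the largest passing difference, −1.69 (standard error 0.45, adjusted p = 0.048, or 0.212 with the replicate block). In 9 of the 12 fits without 1 embryo Irx5 did not pass. The RNA export gene Alyref differed by −1.59 (standard error 0.434, adjusted p = 0.0529) and did not pass, with adjusted p from 0.0344 to 0.126 over the fits without 1 embryo.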

The two most downregulated genes were *Rsrp1*, which encodes the relatively unknown protein arginine/serine rich protein 1, a target of heat shock protein 1 under certain conditions (Korfanty et al., 2014), and *Alyref*, described above. 

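Tap2, a subunit of the peptide transporter that loads MHC class I, rose in 6N embryos from 7.69 ± 0.172 to 8.59 ± 0.192 (SD, n = 6 each), and all 6 PAE embryos lay above all vehicle embryos. The difference was 0.90 (standard error 0.121, adjusted p = 0.00219, or 0.0537 with the replicate block). Sox15, a transcription factor gene of the Sox family, rose by 0.69 (standard error 0.136, adjusted p = 0.0137, or 0.137 with the replicate block). In 6J embryos Tap2 differed by 0.58 (adjusted p = 0.0081, or 0.0627 with the replicate block) and Sox15 by 0.30 (adjusted p = 0.253), and the strain difference in response was −0.32 (adjusted p = 0.586) for Tap2 and −0.39 (adjusted p = 0.568) for Sox15.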

*Tap2*, a transporter protein involved in multi-drug resistance and antigen presentation through localization of peptides to the ER, where they are then transported to the cell surface, and *Sox15*, a member of the Sox family, were the two most upregulated genes. The Sox family is comprised of transcription factors that play vital roles in embryonic development and specification of cell fate. 

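Of 25 epiblast and pluripotency genes, 1 rose and 0 fell (2 and 0 when adjusted over the list alone; 0 and 0 with the replicate block) in 6N embryos at E7.25, with a mean difference of 0.0346 (camera adjusted p = 0.785). Among 26 primitive streak and nascent mesoderm genes, 0 passed limma's test, with 0 higher and 6 lower at an unadjusted p under 0.05 (0 and 0 when adjusted over the list alone). Their mean difference was −0.31 (camera adjusted p = 0.0372, and adjusted p = 0.83 with an estimated correlation).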

Sox15 expression is highest in undifferentiated embryonic stem cells (Maruyama et al., 2005), suggesting that PAE may disrupt cell differentiation in 6N mice, resulting in increased expression of *Sox15*. Overall, although PAE causes a reduction in cellular activity that could disrupt proliferation and cell fate decisions, there is no evidence that cell death pathways are activated at this point in the 6N strain, a notable difference from the 6J strain.

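Of 40 apoptosis regulators in 6N embryos at E7.25, 0 rose and 1 fell (2 and 4 when adjusted over the list alone; 0 and 0 with the replicate block). The mean difference was −0.0586 (camera adjusted p = 0.746). Aven, the inhibitor of apoptosis that fell in 6J embryos, differed by −0.89 (standard error 0.245, adjusted p = 0.0532) in 6N embryos, and the strain difference in its response was −0.57 (standard error 0.347, adjusted p = 0.607). Over the apoptosis list the strain difference in response had a mean of 0.0118 (camera adjusted p = 0.952). The paper concludes that PAE lowered cellular activity in the 6N strain without evidence of activated cell death pathways.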

### Large-scale strain-specific differences in transcriptional response to PAE apparent 12 h after exposure

To explore how strain differences continue to modulate the transcriptional landscape 12 h after alcohol exposure, we next compared the effect of PAE on embryonic gene expression in each strain at E7.5. At E7.5 (12 h post-PAE), the 6J strain continued to have more pronounced gene expression changes relative to the 6N strain; in fact, the number of differentially expressed genes increased over threefold in the 6J strain, whereas it remained relatively stable in the 6N strain. In the 6J strain, 2987 genes were differentially expressed 12 h after PAE. Of these, 1641 were upregulated (54.9%) and 1346 were downregulated (45.1%) (Fig. 5A). Conversely, only 641 genes were altered by PAE in the 6N strain at this time point, with 366 upregulated (57.1%) and 275 downregulated (42.9%) (Fig. 5B). 

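At E7.5, 2099 of 19642 tested genes were higher and 1777 lower after PAE in 6J embryos (n = 6 and 5), with a median size of 0.49 on the log2 scale and 199 beyond 1. Counts of gene lists in 6J embryos at E7.5 are to be read against these shares. In 6N embryos 163 were higher and 87 lower (n = 4 and 6), with a median size of 0.58 and 11 beyond 1. Strongly raised in 6J embryos were Tdgf1, a Nodal co-receptor gene, at 2.71 (standard error 0.527, adjusted p = 0.00106, or 0.00787 with the replicate block), Ier3, an immediate early gene, at 1.93 (adjusted p = 3.23e-06, or 0.000261 with the replicate block) and the linker histone gene H1f0 at 1.63 (adjusted p = 1.87e-07, or 3.7e-05 with the replicate block). In 6N embryos Slc44a4, a choline transporter family gene, rose by 1.27 (adjusted p = 0.00868, or 0.0631 with the replicate block). When the response was compared between the strains, 460 genes were higher and 440 lower in 6J than in 6N embryos (90 and 94 with the replicate block). That split turned to 293 higher and 469 lower after median centring and to 425 and 445 after quantile normalization. The 900 genes became 536 without 6J vehicle replicate 6, 547 without 6N PAE replicate 4 and 571 without 6N PAE replicate 1. With the replicate block, 1124 genes were higher and 905 lower in 6J embryos, and 0 higher and 1 lower in 6N embryos by limma, with 2454 6N genes at an unadjusted p under 0.05. Unadjusted counts without the block were 6213 in 6J and 3774 in 6N embryos. With 4 of the 6 6J PAE embryos, the number of the 6N group, 2357 to 3930 genes passed in 6J embryos. The 6N count ran from 15 without 6N PAE replicate 1 to 531 without 6N vehicle replicate 2. Array weights gave 4096 genes in 6J and 2029 in 6N embryos, and the Y-linked covariate 4077 and 540. After median centring the 6J split turned to 1435 higher and 2208 lower, and after quantile normalization to 1799 and 1883.

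**Figure D1:**
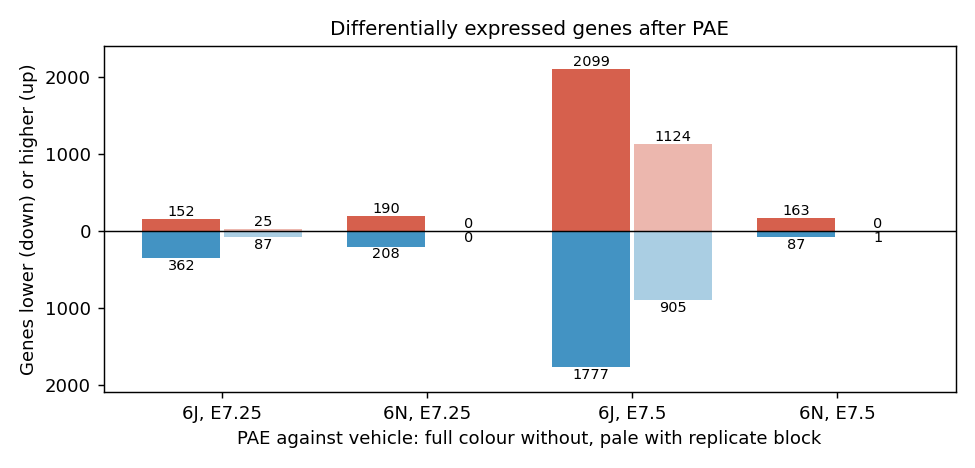
Number of genes higher (up) and lower (down) after PAE than after vehicle at an adjusted p under 0.05, for each strain and time point, in full colour without the replicate block and pale with it. In 6J embryos at E7.5, 2099 genes were higher and 1777 lower without the block, against 1124 and 905 with it.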

The significant increase in the number of differentially expressed genes in the 6J but not the 6N strain provides further evidence that 6J mice are more sensitive than 6N mice to PAE; 291 genes in total overlapped between the two strains (Fig. 5C). While most genes significantly altered by PAE in both strains showed the same direction of change, most of the overlapping genes were upregulated at E7.5, compared to most overlapping genes being downregulated in both strains at E7.25.

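At E7.5, 140 genes passed in both strains, 95 higher in both, 35 lower in both and 10 in opposite directions. Independent lists would share 17.4 higher and 7.87 lower genes. Shared higher genes included the MHC class I genes H2-D1, at 0.88 (adjusted p = 0.000492) in 6J and 1.02 (adjusted p = 0.00868, or 0.0514 with the replicate block) in 6N embryos, and H2-K1, at 0.89 (adjusted p = 0.000128) and 0.82 (adjusted p = 0.0143, or 0.0565 with the replicate block). Tbx1 was lower in both, at −1.26 (adjusted p = 3.9e-05) and −1.08 (adjusted p = 0.0127, or 0.063 with the replicate block). Of the genes that passed in 6N embryos, 211 (84.4%) had the same sign in 6J embryos, and 69.5% of those that passed in 6J embryos had the same sign in 6N embryos. Under the block 0 genes were shared by limma, since 1 passed in 6N embryos. With array weights 745 genes were shared, and with the Y-linked covariate 282. The shared count ran from 15 without 6N PAE replicate 1 to 242 without 6N vehicle replicate 2.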

**Fig. 5.**
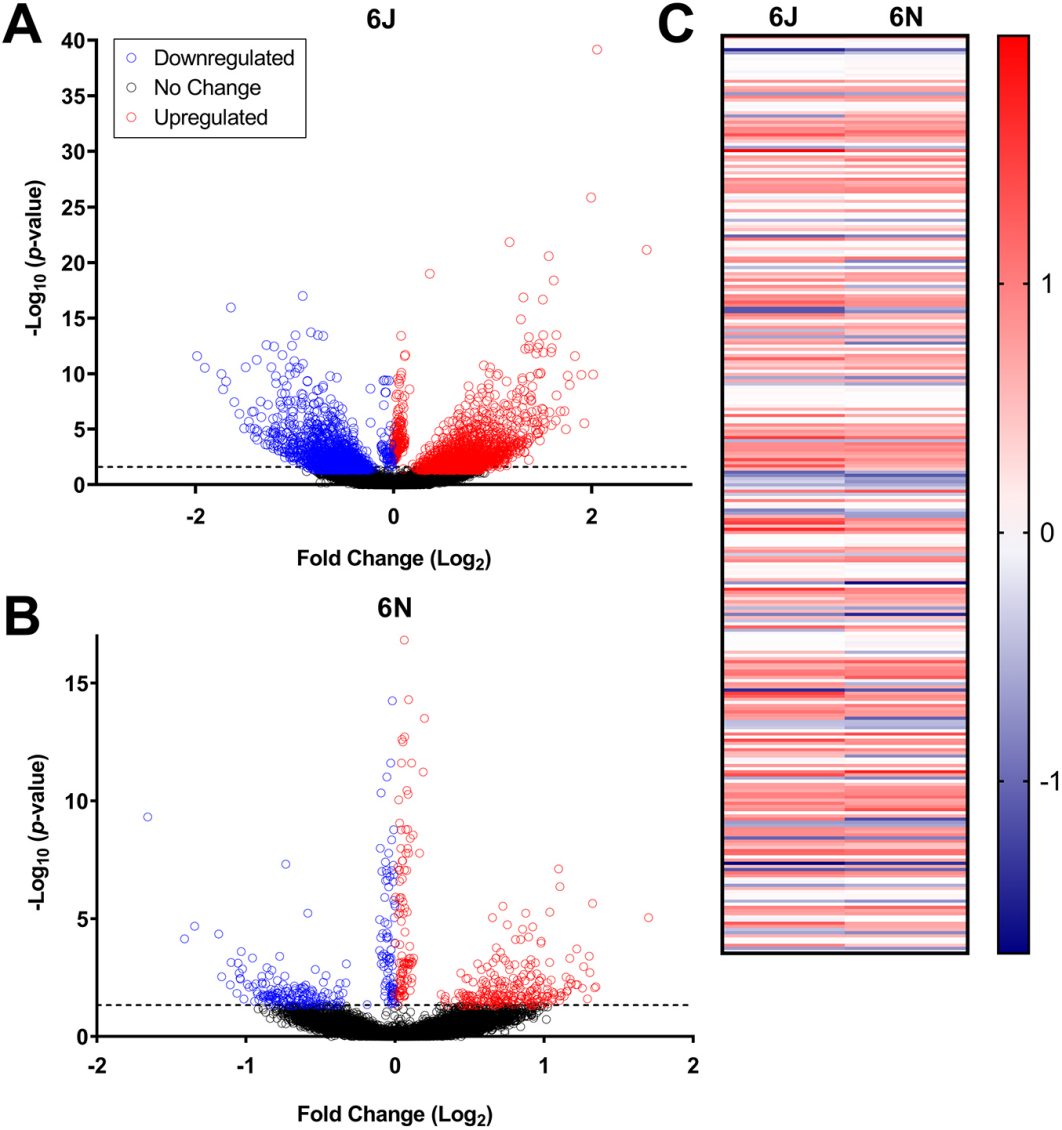
**Gastrulation-stage alcohol dysregulated more genes in the 6J strain than** **in** **the 6N strain 12 h after exposure.** (A) Volcano plot of genes significantly dysregulated by alcohol in the 6J mice 12 h after the first dose of alcohol (E7.5). *n*=5 vehicle-treated, *n*=6 PAE. (B) Genes significantly dysregulated by alcohol in the 6N mice 12 h after the first dose of alcohol (E7.5). *n*=6 vehicle-treated, *n*=4 PAE. (C) Heat map comparing 228 genes altered by alcohol in both the 6J and 6N mice at the E7.5 time point. Data are expressed as Log_2_FC. Blue, downregulated genes; red, upregulated genes. *n*=6/group.

Functional profiling of the genes upregulated 12 h following PAE in 6J mice revealed pathways related to intracellular signaling, protein transport and localization, and cell death (Fig. 6A; Table S7). 

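Apoptosis and p53 genes changed in both directions in 6J embryos 12 h after PAE. Of 41 apoptosis regulators, 6 rose and 9 fell (7 and 11 when adjusted over the list alone; 4 and 5 with the replicate block). Pmaip1, which encodes the pro-apoptotic protein NOXA, rose by 1.31 (standard error 0.2, adjusted p = 0.000121, or 0.00213 with the replicate block) and Bbc3 by 0.75 (adjusted p = 0.000152, or 0.00407 with the replicate block), while the initiator caspase gene Casp2 fell with −0.95 (adjusted p = 6.72e-05, or 0.00209 with the replicate block). Bid rose by 0.29 (adjusted p = 0.00839, or 0.057 with the replicate block). The apoptosis list did not stand apart from other genes (camera adjusted p = 0.374). Of 44 targets of the integrated stress response, 19 rose and 2 fell (19 and 2 when adjusted over the list alone; 12 and 1 with the replicate block), with Chac1 at 0.99 (adjusted p = 4.03e-05), Trib3 at 1.04 (adjusted p = 4.88e-05) and the amino acid transporter gene Slc7a5 at 0.68 (adjusted p = 8.92e-05) (camera adjusted p = 2.28e-05, and adjusted p = 0.0945 with an estimated correlation).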

One of the upregulated pathways we identified in 6J mice was ‘Formation of xylulose-5-phosphate’. Xylulose-5-phosphate is a ketose sugar known to promote gene t­ranscription through the ChREBP transcription factor (encoded by *Mlxipl*). This was interesting because *Mlxipl* was itself significantly upregulated in the 6J mice at this time point. 

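Mlxipl, the gene of the glucose-responsive transcription factor ChREBP, rose in 6J embryos at E7.5 by 0.64 (standard error 0.145, adjusted p = 0.00339, or 0.0245 with the replicate block) (n = 6 and 5). In 6N embryos it differed by 0.39 (standard error 0.155, adjusted p = 0.178), and the strain difference in response was 0.25 (standard error 0.212, adjusted p = 0.556).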

ChREBP is part of the Myc superfamily and has been found to affect cell proliferation through regulation of transcription of cyclins in certain cell types (Filhoulaud et al., 2013; Tong et al., 2009), although its exact function in early gestational embryos is not known. In addition, ChREBP has multiple isoforms and can be stored in an inactive form. 

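Many genes that pattern the trunk and the heart fell in 6J embryos 12 h after PAE. Of 34 paraxial mesoderm and Hox genes, 0 rose and 16 fell (0 and 18 when adjusted over the list alone; 0 and 11 with the replicate block), with Hoxb2 at −1.28 (adjusted p = 0.000482, or 0.00633 with the replicate block), Twist1, a mesenchyme transcription factor, at −1.01 (adjusted p = 5.42e-05, or 0.00165 with the replicate block) and Prrx1 at −0.97 (adjusted p = 0.000391). The list had a mean of −0.56 (camera adjusted p = 8.44e-08, and adjusted p = 0.182 with an estimated correlation). Of 30 cardiac and lateral plate mesoderm genes, 0 rose and 12 fell (2 and 15 when adjusted over the list alone; 0 and 7 with the replicate block) (camera adjusted p = 0.000231, and adjusted p = 0.129 with an estimated correlation). Smarcd3, a chromatin remodeling subunit of early heart cells, fell with −1.28 (adjusted p = 0.001). Of 26 anterior neural plate genes, 0 rose and 5 fell (0 and 7 when adjusted over the list alone; 0 and 3 with the replicate block), Hes3 with the largest difference of any called gene on the VST scale, −3.17 (standard error 0.511, adjusted p = 0.000199, or 0.00311 with the replicate block) (camera adjusted p = 0.0132, and adjusted p = 0.182 with an estimated correlation). Genes of trophoblast and extraembryonic ectoderm had a mean of 0.37 in the same embryos and did not pass (camera adjusted p = 0.0712), and adult globins had a mean of −0.0131. That globin mean depends on 6J vehicle replicate 5, which stood at 14.123, against 9.87 to 11.5 in the other 6J vehicle embryos.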

The downregulated genes in the 6J mice were enriched for embryonic organogenesis and skeletal development, including the head, palate and circulatory system. Notably, holoprosencephaly, cleft palate, and abnormal lip, ear and face shape were identified using the Human Phenotype Ontology (HPO) database as phenotypes associated with PAE. These craniofacial malformations have been associated with heavy alcohol exposure during early gestation in the human population (DeRoo et al., 2008; Romitti et al., 2007; Johnson and Rasmussen, 2010; Jones et al., 2010). 

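Of 29 genes whose loss is linked to holoprosencephaly, a failure of the forebrain to divide, 1 rose and 8 fell (1 and 8 when adjusted over the list alone; 1 and 7 with the replicate block) in 6J embryos at E7.5. Besides members of the Shh pathway these included Smad2, a transducer of Nodal signaling, at −0.39 (adjusted p = 0.00024, or 0.00704 with the replicate block). The gene that rose was Tdgf1. The list lay below other genes (camera adjusted p = 0.000664, and adjusted p = 0.182 with an estimated correlation). In 6N embryos 0 passed limma's test, with 1 higher and 4 lower at an unadjusted p under 0.05 (0 and 2 when adjusted over the list alone), with a mean of −0.15 (camera adjusted p = 0.0253, and adjusted p = 0.427 with an estimated correlation). The strain difference in response over this list had a mean of −0.0645 (camera adjusted p = 0.19).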

Analysis of *de novo* gene networks found differences in pathways related to organismal injury and abnormalities, cell death, organ disease, embryonic development, and protein and RNA post-translational modifications of RNA and proteins (Table 1D; Table S2F).

**Fig. 6.**
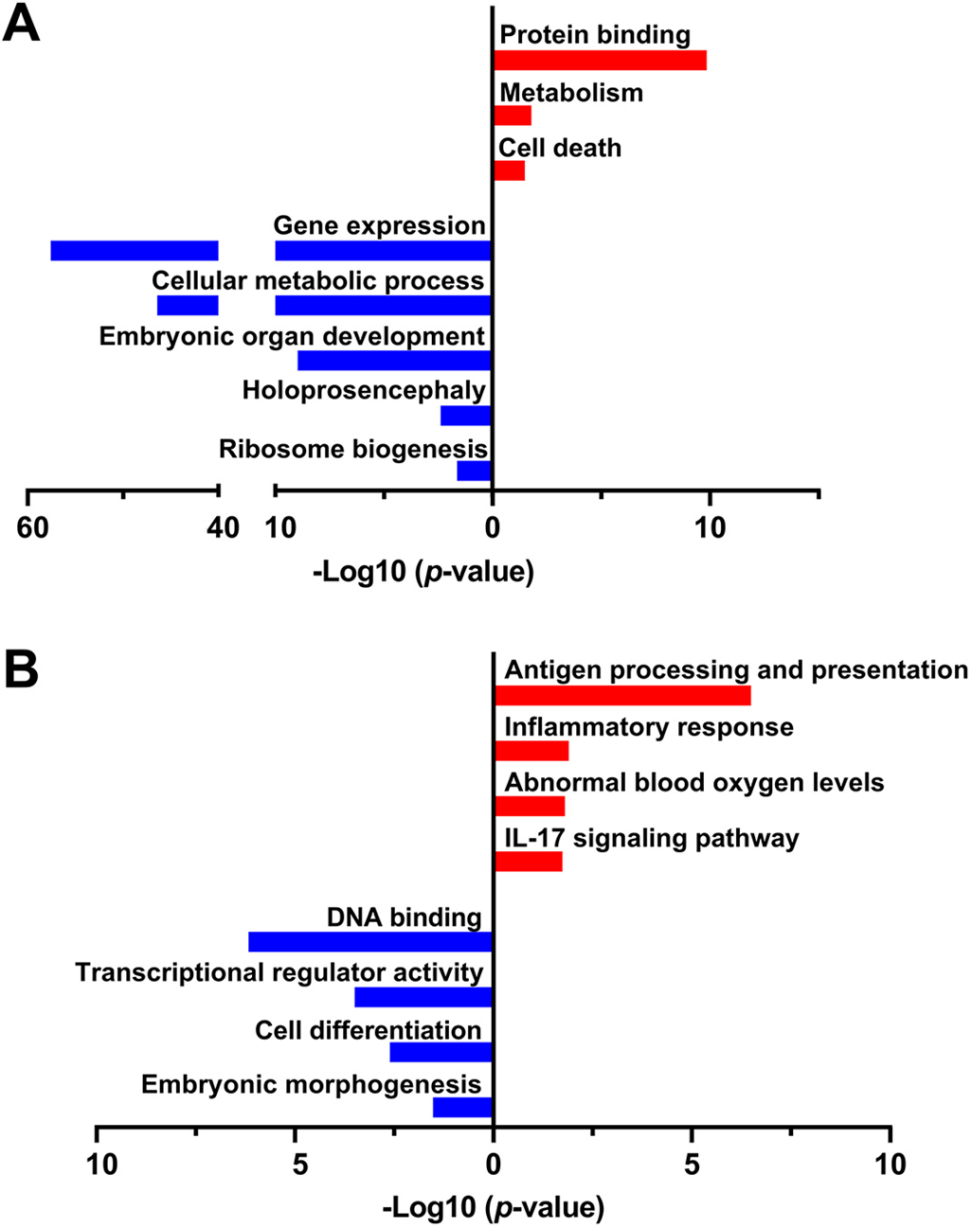
**Functional profiling of biological pathways enriched in the 6J and 6N strains 12 h after alcohol exposure (E7.5).** (A) 6J strain. (B) 6N strain. *n*=6/group.

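Shh, the hedgehog ligand gene, stood at 7.03 ± 0.243 in PAE (n = 6) and 8.67 ± 0.181 in vehicle 6J embryos (SD, n = 5), and all PAE embryos lay below all vehicle embryos. The difference was −1.63 (standard error 0.188, adjusted p = 6.68e-06, or 0.000375 with the replicate block). On the VST scale, which flattens at low expression (genes without reads stand at 6.16), larger falls were found for Hes3, for Rsrp1 at −2.21 (adjusted p = 9.92e-06), for the retinoic acid synthesis gene Aldh1a2 at −2.03 (adjusted p = 0.00205, or 0.0152 with the replicate block) and for Wnt6 at −1.87 (adjusted p = 0.000103). In 6N embryos Shh was 8.13 ± 0.4 after PAE (n = 4) and 8.27 ± 0.413 after vehicle (n = 6), a difference of −0.14 (standard error 0.2, adjusted p = 0.73). The small 6N difference depends on PAE replicate 1, which stood at 8.7336, against 7.9037 to 7.9782 in the other PAE embryos. The response differed between the strains by −1.49 (standard error 0.274, adjusted p = 0.00363, or 0.0371 with the replicate block).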

The most downregulated gene in the 6J strain at E7.5 was *Shh*. Multiple other members of the Shh pathway were also downregulated by PAE in the 6J strain at this time point, including *Ptch1*, *Smo* and *Gli3*. In contrast, *Gli3* was the only member of the pathway affected by alcohol in the 6N mice at either time point. 

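Of 22 Shh pathway genes, 0 rose and 6 fell (0 and 6 when adjusted over the list alone; 0 and 5 with the replicate block) in 6J embryos at E7.5 (camera adjusted p = 0.00367, and adjusted p = 0.182 with an estimated correlation). The paper names Shh, Ptch1, Smo and Gli3 on this list as lowered in these embryos, so the list is not independent evidence. Ptch1, the Shh receptor and a target of the pathway, differed by −0.71 (standard error 0.124, adjusted p = 0.000439, or 0.00665 with the replicate block). Smo, the signal transducer, differed by −0.58 (standard error 0.15, adjusted p = 0.00831, or 0.0421 with the replicate block). For Gli3, mainly a repressor of the pathway's targets, the difference was −0.59 (standard error 0.206, adjusted p = 0.0468, or 0.108 with the replicate block), and it did not pass in 8 of the 11 fits without 1 embryo. Foxf1, a mesoderm target, at −0.58 (adjusted p = 0.000207) and Nkx2-9, a target in the neural midline, at −0.53 (adjusted p = 0.00216) also fell.

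**Figure D2:**
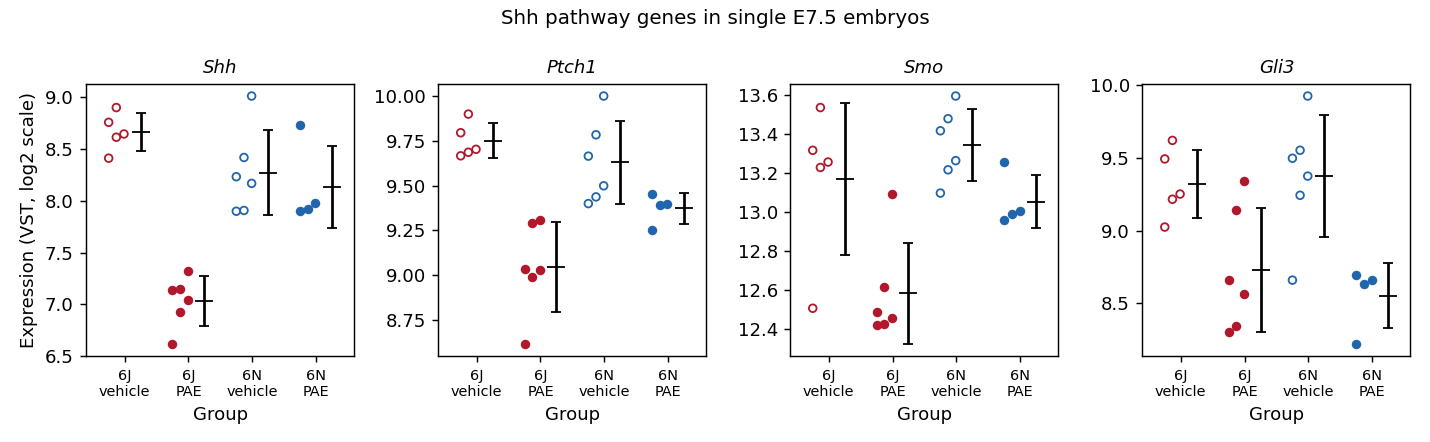
Expression of Shh, Ptch1, Smo and Gli3 in single E7.5 embryos (VST, log2 scale), with group means and SD at the right of each group. Shh in the 6J PAE embryos lies between 6.62 and 7.33, below all 6J vehicle embryos (8.41 to 8.90).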

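In 6N embryos Gli3 differed by −0.82 (standard error 0.219, adjusted p = 0.0637) at E7.5 and by −0.37 (standard error 0.219, adjusted p = 0.353) at E7.25. Neither passed the test, and over the fits without 1 embryo the adjusted p at E7.5 ran from 0.0224 (without 6N vehicle replicate 2) to 0.242. Ptch1 differed by −0.26 (standard error 0.133, adjusted p = 0.292) and Smo by −0.29 (standard error 0.159, adjusted p = 0.32) at E7.5. Of the 22 pathway genes in 6N embryos at E7.5, 0 passed limma's test, with 2 higher and 5 lower at an unadjusted p under 0.05 (2 and 2 when adjusted over the list alone). Their mean was −0.20 (camera adjusted p = 0.021, and adjusted p = 0.427 with an estimated correlation). The strain difference in response was −0.45 (standard error 0.182, adjusted p = 0.178) for Ptch1, −0.29 (standard error 0.219, adjusted p = 0.493) for Smo and 0.23 (standard error 0.3, adjusted p = 0.707) for Gli3.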

Dysregulation of the Shh pathway is linked to craniofacial malformations such as holoprosencephaly in genetic ciliopathies (Brugmann et al., 2015; Chang et al., 2016), and PAE both downregulates Shh expression (Higashiyama et al., 2007) and causes more severe craniofacial and limb defects in transgenic mice lacking genes in the Shh pathway (Fish et al., 2017; Kietzman et al., 2014). If alcohol is more likely to impact Shh signaling in the 6J than the 6N strain, this presents one way in which 6J may be more likely to develop craniofacial and eye defects. Whether there is an association between the higher baseline expression of immune genes in the 6J strain and differences in Shh signaling after alcohol exposure is not yet clear, but these findings warrant further exploration. *Efcab7*, a gene linked to Smo transduction in the primary cilia (Pusapati et al., 2014), was upregulated by PAE at E7.5 (+0.81 Log_2_FC). This gene had lower expression in the 6J strain relative to the 6N strain at E7.0 and E7.25, suggesting possible pre-existing differences between the strains; however, more work needs to be done to determine the exact role of Efcab7 during gastrulation and, in particular, in relation to Shh signaling. 

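Efcab7 rose in 6J embryos 12 h after PAE by 0.44 (standard error 0.143, adjusted p = 0.0336, or 0.0201 with the replicate block), to 8.24 ± 0.26 (SD, n = 6). It did not pass in 6 of the 11 fits without 1 embryo (adjusted p 0.0191 to 0.0881). In 6N embryos the difference was 0.02 (standard error 0.152, adjusted p = 0.962), and the strain difference in response was 0.43 (standard error 0.209, adjusted p = 0.275).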

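Tcf21, a transcription factor gene of lateral plate and organ mesenchyme, stood at 7.45 ± 0.393 in PAE (n = 6) and 9.26 ± 0.375 in vehicle 6J embryos (SD, n = 5) at E7.5. The difference was −1.81 (standard error 0.239, adjusted p = 2.83e-05, or 0.000872 with the replicate block). The highest PAE embryo, replicate 1, stood at 8.23, against 7.19 to 7.39 in the others. In 6N embryos Tcf21 differed by −0.36 (standard error 0.255, adjusted p = 0.448), and the strain difference in response was −1.45 (standard error 0.349, adjusted p = 0.0201, or 0.104 with the replicate block).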

Another downregulated gene, *Tcf21*, encodes transcription factor 21, a protein with varied and important functions during lung, kidney, heart and gonadal development (Braitsch et al., 2012; Quaggin et al., 1999; Tamura et al., 2001). Downregulation of the *Shh* pathway and *Tcf21* suggest serious and widespread defects in organogenesis in the 6J mice just 12 h following PAE, an effect that does not seem to occur in the 6N mice.

The top two upregulated genes in the 6J strain were *Tap2* and *Fam46b* (*Tent5b*), the first of which was also one of the top upregulated genes in the 6N strain at E7.25. 

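Fam46b rose in 6J embryos from 8.69 ± 0.217 (SD, n = 5) to 10.5 ± 0.176 (n = 6) and had the lowest p of the raised genes, with a difference of 1.77 (standard error 0.113, adjusted p = 1.05e-08, or 4.64e-06 with the replicate block). For Tap2 the difference was 1.63 (standard error 0.14, adjusted p = 3.4e-07, or 5.32e-05 with the replicate block). In 6N embryos Fam46b differed by −0.24 (standard error 0.121, adjusted p = 0.293) and Tap2 by 0.31 (standard error 0.149, adjusted p = 0.257). The response differed between the strains by 2.01 (standard error 0.166, adjusted p = 1.3e-06, or 0.000154 with the replicate block) for Fam46b and by 1.32 (standard error 0.205, adjusted p = 0.00145, or 0.0219 with the replicate block) for Tap2. The gene of the other transporter subunit, Tap1, rose by 1.31 (adjusted p = 8.14e-06, or 0.000488 with the replicate block) in 6J embryos. Of 26 genes of antigen processing, 9 rose and 0 fell (11 and 0 when adjusted over the list alone; 8 and 0 with the replicate block) (camera adjusted p = 4.47e-05, and adjusted p = 0.182 with an estimated correlation).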

Fam46b (TENT5B in humans) has recently been shown to be highly expressed in undifferentiated embryonic stem cells, with a sharp drop in expression following cell differentiation (Hu et al., 2020). While its biological functions remain to be fully elucidated, particularly in the embryo, Fam46b could play a role in cell cycle regulation as it inhibits cell proliferation in *in vitro* models of prostate cancer (Liang et al., 2018). Overall, these data indicate that PAE has a profoundly damaging effect in the 6J strain that is apparent within 12 h of exposure. In addition to the downregulation of Shh pathway genes, multiple genes regulating the p53 pathway were also dysregulated, including *Hif1a*, *Mdm2*, *Sirt1* and *Sco2*, indicating that cell proliferation, DNA damage repair mechanisms, cell cycle regulation and apoptosis are among the primary targets modulated by PAE in this strain. These data establish an association between baseline genetic variations between strains that lead to more deleterious outcomes in response to alcohol exposure.

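The 4 genes of the p53 pathway fell together in 6J embryos at E7.5. Sco2, a copper chaperone of cytochrome oxidase, differed by −0.71 (standard error 0.0893, adjusted p = 1.65e-05, or 0.00129 with the replicate block), Sirt1, a deacetylase that acts on p53, by −0.86 (standard error 0.155, adjusted p = 0.000558, or 0.00716 with the replicate block) and Mdm2, the ligase that degrades p53, by −0.62 (standard error 0.164, adjusted p = 0.0101, or 0.0497 with the replicate block). Hif1a, the oxygen-regulated transcription factor gene, differed by −0.52 (standard error 0.0801, adjusted p = 0.000128, or 0.00358 with the replicate block). Of 38 p53 target genes, 12 rose and 3 fell (15 and 4 when adjusted over the list alone; 10 and 3 with the replicate block) (camera adjusted p = 0.0104, and adjusted p = 0.0945 with an estimated correlation). Raised targets included Btg2, an inhibitor of proliferation, at 0.84 (adjusted p = 0.000137, or 0.00335 with the replicate block). The response differed between the strains by −0.81 (standard error 0.13, adjusted p = 0.00146, or 0.027 with the replicate block) for Sco2, for Mdm2 by −0.75 (standard error 0.24, adjusted p = 0.0815) and for Sirt1 by −0.70 (standard error 0.227, adjusted p = 0.0817). Of 37 mitosis genes, 0 rose and 12 fell (1 and 13 when adjusted over the list alone; 0 and 7 with the replicate block), with Ube2c, a ubiquitin-conjugating enzyme of mitotic exit, at −0.67 (adjusted p = 2.7e-05, or 0.00122 with the replicate block) and the mitotic kinase gene Aurka at −0.44 (adjusted p = 0.00269) (camera adjusted p = 2.65e-05, and adjusted p = 0.236 with an estimated correlation). From the Shh and p53 pathway genes, the paper concludes that proliferation, DNA repair, the cell cycle and apoptosis are among the main targets of PAE in the 6J strain.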

Analysis of upregulated genes in the 6N strain indicated that PAE caused an increased inflammatory signaling response in these embryos compared to controls, as well as catalytic activity and RAGE (AGER) receptor binding (Fig. 6B; Table S8). 

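A few genes of antigen presentation rose in 6N embryos 12 h after PAE (n = 4 and 6). Of 26 genes of antigen processing and MHC class I, 3 rose and 0 fell (12 and 0 when adjusted over the list alone; 0 and 0 with the replicate block) (camera adjusted p = 2.58e-06, and adjusted p = 0.356 with an estimated correlation). Of 15 granzyme and perforin genes, 0 passed limma's test, with 9 higher and 0 lower at an unadjusted p under 0.05 (8 and 0 when adjusted over the list alone), with a mean of 0.49 (camera adjusted p = 8.59e-05, and adjusted p = 0.427 with an estimated correlation). Of 43 cytokine, chemokine and receptor genes, 0 passed limma's test, with 5 higher and 0 lower at an unadjusted p under 0.05 (0 and 0 when adjusted over the list alone), and their mean was 0.0904 (camera adjusted p = 0.122). Adult globins had a mean difference of 1.52 in the same comparison (0 passed limma's test, 6 at an unadjusted p under 0.05, 6 when adjusted over the list alone; camera adjusted p = 0.00258, and adjusted p = 0.438 with an estimated correlation). Genes of the decidua and uterus had a mean of 0.20 (camera adjusted p = 0.252).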

Increased Il17 signaling was also identified as an upregulated pathway in this dataset, further supporting that PAE is causing immune signaling activation, which could have downstream effects on cell survival and tissue growth. 

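Of 41 targets of hypoxia-inducible factor in 6N embryos at E7.5, 1 rose and 1 fell (3 and 6 when adjusted over the list alone; 0 and 0 with the replicate block). Ankrd37 rose by 0.66 (adjusted p = 0.035, or 0.17 with the replicate block) and Gbe1, the glycogen branching enzyme gene, fell with −0.58 (adjusted p = 0.0388, or 0.177 with the replicate block). The mean over the list was 0.0155 while the camera test ranked it below other genes without passing (adjusted p = 0.67). In 6J embryos 8 rose and 11 fell (10 and 11 when adjusted over the list alone; 7 and 6 with the replicate block), with a mean of 0.02 and a median of −0.073 (camera adjusted p = 0.48).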

Multiple phenotypes related to hypoxemia were found to be upregulated in the 6N strain using the HPO database, indicating that PAE could be affecting cellular oxygen levels up to 12 h later. Analysis of downregulated genes in the 6N strain revealed pathways related to overall cellular activity, DNA binding, and skeletal and neuronal development. 

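A few genes of paraxial mesoderm fell in 6N embryos 12 h after PAE. Of 34 paraxial mesoderm and Hox genes, 0 rose and 3 fell (0 and 4 when adjusted over the list alone; 0 and 0 with the replicate block), namely Prrx1 at −0.84 (adjusted p = 0.0316, or 0.166 with the replicate block), the somite gene Tcf15 at −1.02 (adjusted p = 0.0458, or 0.17 with the replicate block) and the sclerotome gene Pax1 at −0.45 (adjusted p = 0.0323) (camera adjusted p = 7.19e-06, and adjusted p = 0.42 with an estimated correlation). Of 26 anterior neural plate genes, 0 passed limma's test, with 0 higher and 3 lower at an unadjusted p under 0.05 (0 and 0 when adjusted over the list alone), with a mean of −0.24 (camera adjusted p = 0.00821, and adjusted p = 0.356 with an estimated correlation). Of 48 splicing and RNA export factors, 0 rose and 4 fell (2 and 13 when adjusted over the list alone; 0 and 0 with the replicate block), with Sfpq at −0.70 (adjusted p = 0.035) and Hnrnpa1 at −0.62 (adjusted p = 0.035) (camera adjusted p = 7.08e-07, and adjusted p = 0.42 with an estimated correlation).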

Network analysis revealed that pathways related to cell morphology, embryonic development, cell death, cellular metabolism and inflammation were also altered by PAE in the 6N strain at E7.5 (Table 1E; Table S2G).

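Mef2c, a transcription factor gene of muscle and heart precursors, fell in 6N embryos from 8.48 ± 0.387 (SD, n = 6) to 7.41 ± 0.0656 (n = 4), and Nkx2-5, a marker of the cardiac crescent, fell with it. The differences were −1.06 (standard error 0.169, adjusted p = 0.0079, or 0.0514 with the replicate block) for Mef2c and −0.87 (standard error 0.165, adjusted p = 0.0197, or 0.106 with the replicate block) for Nkx2-5. Nkx2-5 did not pass without 6N PAE replicate 1 or without 6N vehicle replicate 1 (adjusted p up to 0.091). Tbx1 and Tcf15 also fell. Of 30 cardiac and lateral plate mesoderm genes, 0 rose and 3 fell (2 and 4 when adjusted over the list alone; 0 and 0 with the replicate block) (camera adjusted p = 0.0492, and adjusted p = 0.427 with an estimated correlation). The 3 lowered members were Mef2c, Nkx2-5 and Tbx1. The paper, read before the list was fixed, names them as lowered in these embryos, so the list is not independent evidence. The strain difference in response was 0.57 (standard error 0.232, adjusted p = 0.179) for Mef2c and 0.35 (standard error 0.226, adjusted p = 0.421) for Nkx2-5.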

The top downregulated genes in the 6N strain at E7.5 were *Mef2c* and *Nkx2-5*. *Mef2c* encodes the transcription factor myocyte enhancer factor 2C (Mef2c) important for skeletal muscle and central nervous system (CNS) development. Humans with mutations in *MEF2C* exhibit severe intellectual disabilities, loss of muscle tone, mild craniofacial dysmorphologies and severe seizures. Transgenic mice with knockout of *Mef2c* display disorganized vasculature and cardiovascular defects. *Nkx2-5* encodes NK2 homeobox 5, known to be involved in heart development and highly expressed in the cardiac crescent cells at E7.5. Knockdown of this gene is embryonically lethal at ∼E9-E10 and causes growth retardation and heart defects.

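S100a9 and S100a8, the subunits of calprotectin, and Retnlg, a gene of mature neutrophils, rose in 6N embryos 12 h after PAE. S100a9 stood at 8.29 ± 0.649 after PAE (SD, n = 4) and 6.82 ± 0.304 after vehicle (n = 6). Its difference was 1.47 (standard error 0.298, adjusted p = 0.0248, or 0.156 with the replicate block). S100a8 differed by 1.61 (standard error 0.373, adjusted p = 0.0388, or 0.178 with the replicate block) and Retnlg by 0.89 (standard error 0.211, adjusted p = 0.0422, or 0.17 with the replicate block). S100a9 did not pass in 6 of the 10 fits without 1 embryo, and S100a8 and Retnlg in 8. In 6J embryos S100a9 rose by 0.95 (adjusted p = 0.0201, or 0.05 with the replicate block), and the strain difference in response was −0.52 (adjusted p = 0.524).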

The top two upregulated genes were *S100a9* and resistin-like gamma (*Retnlg*). S100a9 is a damage-associated molecular pattern molecule (DAMP) that makes a heterodimer with S100a8 to create calprotectin, a protein complex that produces pro-inflammatory activity when secreted from neutrophils, although cells from a neutrophil lineage are not known to be present in the embryo during gastrulation (McGrath et al., 2014). 

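Of 27 neutrophil granule and surface genes at E7.5, 5 rose and 0 fell (9 and 0 when adjusted over the list alone; 0 and 0 with the replicate block) in 6N embryos, with a mean of 0.41 (camera adjusted p = 7.08e-07, and adjusted p = 0.356 with an estimated correlation). Besides the calprotectin genes these included Mmp8, the neutrophil collagenase gene, at 1.10 (adjusted p = 0.0369, or 0.166 with the replicate block) and Chil3 at 0.99 (adjusted p = 0.038, or 0.17 with the replicate block). The paper names S100a9 and Retnlg on this list as raised in these embryos, so the list is not fully independent of the data. In 6J embryos 4 rose and 0 fell (4 and 0 when adjusted over the list alone; 2 and 0 with the replicate block) (camera adjusted p = 0.00828, and adjusted p = 0.388 with an estimated correlation). Across the 21 embryos, after removal of the group means, the neutrophil list followed the adult globins (Pearson r = 0.68, permutation p = 0.00066, adjusted p = 0.00132; Spearman rho = 0.664, permutation p = 0.00403, adjusted p = 0.00806). Without the 2 embryos farthest from the globin median r was 0.601. Its relation to genes of the decidua and uterus, the other of the 2 tested, had r = 0.436 (permutation p = 0.0635, adjusted p = 0.0635) and rho = 0.413 (permutation p = 0.0843, adjusted p = 0.0843), and r = 0.544 without the 2 farthest embryos.

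**Figure D3:**
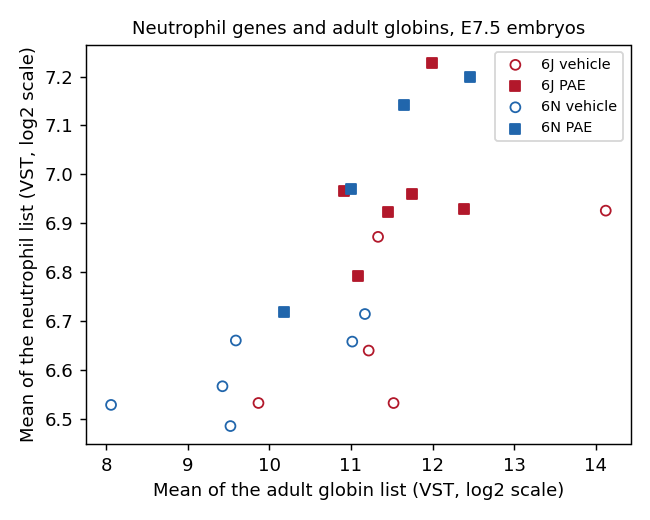
Mean expression of the neutrophil list against that of the adult globin list in each E7.5 embryo (VST, log2 scale), with PAE embryos filled and vehicle embryos open. Embryos with higher globin values have higher neutrophil values (r = 0.68 within groups).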

Increased concentrations of extracellular S100a9 and S100a8 induce apoptosis and stimulate ROS production in certain cell types (Lim et al., 2011). S100a9 is also known to interact with the RAGE receptor pathway, a part of the innate immune system and a primary receptor for Hmgb1, a protein previously shown to be part of the inflammatory response to alcohol in the adolescent and adult brain (Coleman et al., 2018; Vetreno and Crews, 2012). 

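Ager, the gene of the RAGE receptor, differed by −0.08 (standard error 0.143, adjusted p = 0.786) in 6N embryos at E7.5, and Hmgb1, a chromatin protein that binds the receptor when released, by −0.21 (standard error 0.1, adjusted p = 0.258). Neither passed the test.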

The function of *Retnlg* is largely unexplored, although it shares some similarity with human resistin (RETN), a hormone released by adipose tissue.

In summary, while PAE affects pathways related to embryonic development in the 6N strain, these pathways do not seem to be as clearly linked to craniofacial development as those identified in the 6J strain, possibly contributing to the phenotypic differences observed between these strains following PAE.

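At E7.5 the strain difference in response (6J minus 6N) had a mean of −0.0603 over the Shh pathway (camera adjusted p = 0.407) and −0.26 over paraxial mesoderm and Hox genes (camera adjusted p = 0.103). Of 22 Shh pathway genes, 0 had a more positive and 2 a more negative response in 6J than in 6N embryos (0 and 3 when adjusted over the list alone, 0 and 2 with the replicate block), and the list's median was 0.00918. Of 34 paraxial mesoderm and Hox genes, 0 had a more positive and 2 a more negative response (0 and 2 when adjusted over the list alone, 0 and 0 with the replicate block). From the pathways altered in 6N embryos, the paper proposes that these are less clearly linked to craniofacial development than those of 6J embryos.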

### Limited overlap in PAE-induced transcriptional differences between the 6J and 6N strains 6-12 h after exposure

Only seven genes were differentially expressed following PAE in both strains at both time points (Fig. S8). Three of these genes – *Aven*, *Hist3h2a* and *Tbx1* – were strongly downregulated in both strains at both time points. 

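Ncbp2, a subunit of the nuclear cap-binding complex, was the only gene that passed after PAE in both strains at both time points, and it fell each time. Its differences were −0.35 (standard error 0.068, adjusted p = 0.00499, or 0.0522 with the replicate block) in 6J and −0.28 (standard error 0.068, adjusted p = 0.0392, or 0.207 with the replicate block) in 6N embryos at E7.25, and −0.59 (standard error 0.0723, adjusted p = 1.34e-05, or 0.000882 with the replicate block) in 6J and −0.31 (standard error 0.0771, adjusted p = 0.0477, or 0.23 with the replicate block) in 6N embryos at E7.5. Under the replicate block 0 genes passed limma's test in all 4 comparisons, and the number under other settings ran from 0 to 40. Leaving out 1 embryo gave 0 to 4 genes.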

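Aven, an inhibitor of apoptosis, Hist3h2a, a histone H2A gene, and Tbx1, a T-box gene of the pharyngeal region, had negative differences in all 4 comparisons, and each passed in 3 of them or fewer. Aven differed by −1.46 (standard error 0.245, adjusted p = 0.00236, or 0.028 with the replicate block) in 6J embryos at E7.25, −0.60 (adjusted p = 0.000105, or 0.00256 with the replicate block) at E7.5, and −0.45 (adjusted p = 0.0319, or 0.171 with the replicate block) in 6N embryos at E7.5. Hist3h2a differed by −0.54 (adjusted p = 0.0331, or 0.159 with the replicate block) in 6J and −0.55 (adjusted p = 0.042, or 0.207 with the replicate block) in 6N embryos at E7.25, and by −0.78 (adjusted p = 6.3e-05, or 0.00225 with the replicate block) and −0.44 (adjusted p = 0.064) at E7.5. For Tbx1 the differences at E7.25 were −0.52 (adjusted p = 0.0535) in 6J and −0.61 (adjusted p = 0.0358, or 0.203 with the replicate block) in 6N embryos. The 6N calls of Aven, Hist3h2a and Tbx1 each ended in 1 or more of the fits without 1 embryo.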

*Aven* encodes the cell death regulator Aven protein, which inhibits apoptosis through suppression of pro-apoptotic Apaf1 and augmentation of anti-apoptotic BCL-X_L_ activity and regulates the G2/M DNA damage checkpoint during cell cycle progression (Gross, 2008). Interestingly, this gene was also downregulated in the rostroventral neural tube of 6J mice 6 h after neurulation-stage alcohol exposure in a previous study (Boschen et al., 2020), revealing this gene as a marker of PAE across multiple models of FASD. The next gene, *Hist3h2a* (*H2aw*), is translated into a core component of chromatin, histone H2A cluster 3. Chromatin dynamics regulate access of transcription factors to the DNA and control processes such as cell proliferation and differentiation. *Hist3h2a* was also found to be downregulated by neurulation-stage alcohol in a whole-embryo culture model derived from C57BL/6J mice (Zhou et al., 2011). The third downregulated gene, *Tbx1*, encodes Tbox-1, a well-studied transcription factor important for cell proliferation during embryonic development. Loss of Tbx1 function is associated with 22q11 deletion/DiGeorge syndrome phenotypes, including heart defects, craniofacial abnormalities and cleft palates (Jerome and Papaioannou, 2001; Verdelli et al., 2017; Yagi et al., 2003). 

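Sdr39u1, a dehydrogenase family gene, had positive differences in both strains at both time points. They were 0.45 (adjusted p = 0.0248, or 0.141 with the replicate block) in 6J and 0.39 (adjusted p = 0.0583) in 6N embryos at E7.25, and 0.64 (adjusted p = 0.000103, or 0.00358 with the replicate block) and 0.41 (adjusted p = 0.0478, or 0.235 with the replicate block) at E7.5. At E7.5 the 6N call ended in 8 of the 10 fits without 1 embryo.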

One of the genes that was upregulated in both strains at both time points was *Sdr39u1*, which encodes a short-chain dehydrogenase with oxidoreductase activity localized to the mitochondria and is thought to have a binding site on NADP. This protein has been identified as a possible biomarker candidate for neurodegenerative diseases such as Alzheimer's disease (Rahman et al., 2020), although its exact function is still under scrutiny. While there is little evidence directly linking Sdr39u1 to the oxidative stress response, production of NADP is a key player in cellular antioxidation.

## DISCUSSION

Understanding variables that modulate prenatal alcohol sensitivity has been an important area of research given the well-known variability of outcomes in children exposed to alcohol *in utero* and in animal models of FASD. The wide range of signs and symptoms of PAE present problems not only for the diagnosis and treatment of individuals with FASDs, but for a complete understanding of the pathogenic mechanisms of alcohol. The current study adds valuable information regarding the contribution of genetics to prenatal alcohol susceptibility by demonstrating that baseline genetic differences between two closely related mouse substrains can result in significantly different molecular responses to a teratogen such as alcohol. 

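At E7.5 the response to PAE of Epor, the erythropoietin receptor gene, was higher in 6J than in 6N embryos by 1.25 (standard error 0.172, adjusted p = 0.000712, or 0.016 with the replicate block). Prokr2, a prokineticin receptor gene, also responded more positively in the 6J strain, by 1.43 (adjusted p = 0.000436, or 0.00961 with the replicate block). The response of Rbm4b, a splicing regulator, was lower in 6J embryos, with −1.51 (adjusted p = 0.000712, or 0.016 with the replicate block), and so was that of Ing3, a subunit of a histone acetyltransferase complex, with −0.96 (adjusted p = 0.000712, or 0.017 with the replicate block).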

While only 80 genes differed between the alcohol-sensitive 6J strain compared to the 6N strain at E7.0, the 6J strain had significantly more genes dysregulated by alcohol 6-12 h later. Functional profiling also revealed that the biological functions affected by alcohol in the 6J mice differed from those identified in the 6N mice. Gene expression pathways related to cell proliferation, apoptosis, and those controlling craniofacial and brain development were affected in the 6J embryos. In contrast, cellular metabolism, hypoxemia, and inflammation pathways were altered in the 6N embryos. Overall, these data indicate that gastrulation-stage alcohol exposure might alter cell proliferation in both strains, but apoptosis pathways are more strongly enriched in the 6J strain, likely contributing to the increased incidence of eye defects following PAE in the 6J compared to the 6N fetuses (Dou et al., 2013).

The most well-studied difference between the 6J and 6N strains is the *Nnt* mutation. Nnt is a component of the mitochondrial inner membrane that passes hydrogen atoms that are then used in the conversion of NADP+ to NADPH, an important co-enzyme that regulates metabolism along with NADH. A primary function of NADPH is the removal of ROS from the mitochondria (Fig. 7). NADH is the reduced form of NAD+, and these co-factors are important for redox metabolism, cellular respiration and ATP production. In addition, NADPH converts glutathione from the oxidized (GSSG) to the reduced (GSH) state via glutathione reductase (GR). GSH neutralizes ROS and sequesters and eliminates H_2_O_2_. Reductions in Nnt disrupt the NADPH/NADH balance, causing smaller NADPH pools and lower GSSG/GSH conversion, with less capacity for ROS removal, as well as increased NADH, leading to an overproduction of ATP and dysregulation of glycolysis and the tricarboxylic acid cycle. Although little research has been done on the effect of the *Nnt* mutation on ROS levels in the 6J embryo, endothelial cells from 6J mice exhibit increased superoxide production after angiotensin II stimulation and reduced glutathione peroxidase activity compared to 6N mice (both substrains obtained from The Jackson Laboratory), indicating altered mitochondrial function as a result of the *Nnt* mutation (Leskov et al., 2017). In addition, the *Nnt* mutation has been shown to be a modifier of other genetic mutations, such as *Bcl2l2* (Navarro et al., 2012) and mitochondrial superoxide dismutase (Huang et al., 2006). Increased DNA damage and altered immune signaling have been observed in the 6J strain compared to others in response to other chemical and environmental stressors, including in the lung after exposure to 1,3-Butadiene, a carcinogenic inhalant (Chappell et al., 2017), and in the brain following postnatal hypoxic ischemia (Wolf et al., 2016), although the specific effects seem to be exposure, organ and age dependent. Aberrant Nnt function has also been implicated in cancer, indicating a possible role in cell growth (Ho et al., 2017). A build-up of ROS as a result of the *Nnt* mutation could predispose the embryo to be sensitive to external stressors such as alcohol exposure, which produces oxidative stress on its own (Brocardo et al., 2011; Henderson et al., 1995, 1999).

**Fig. 7.**
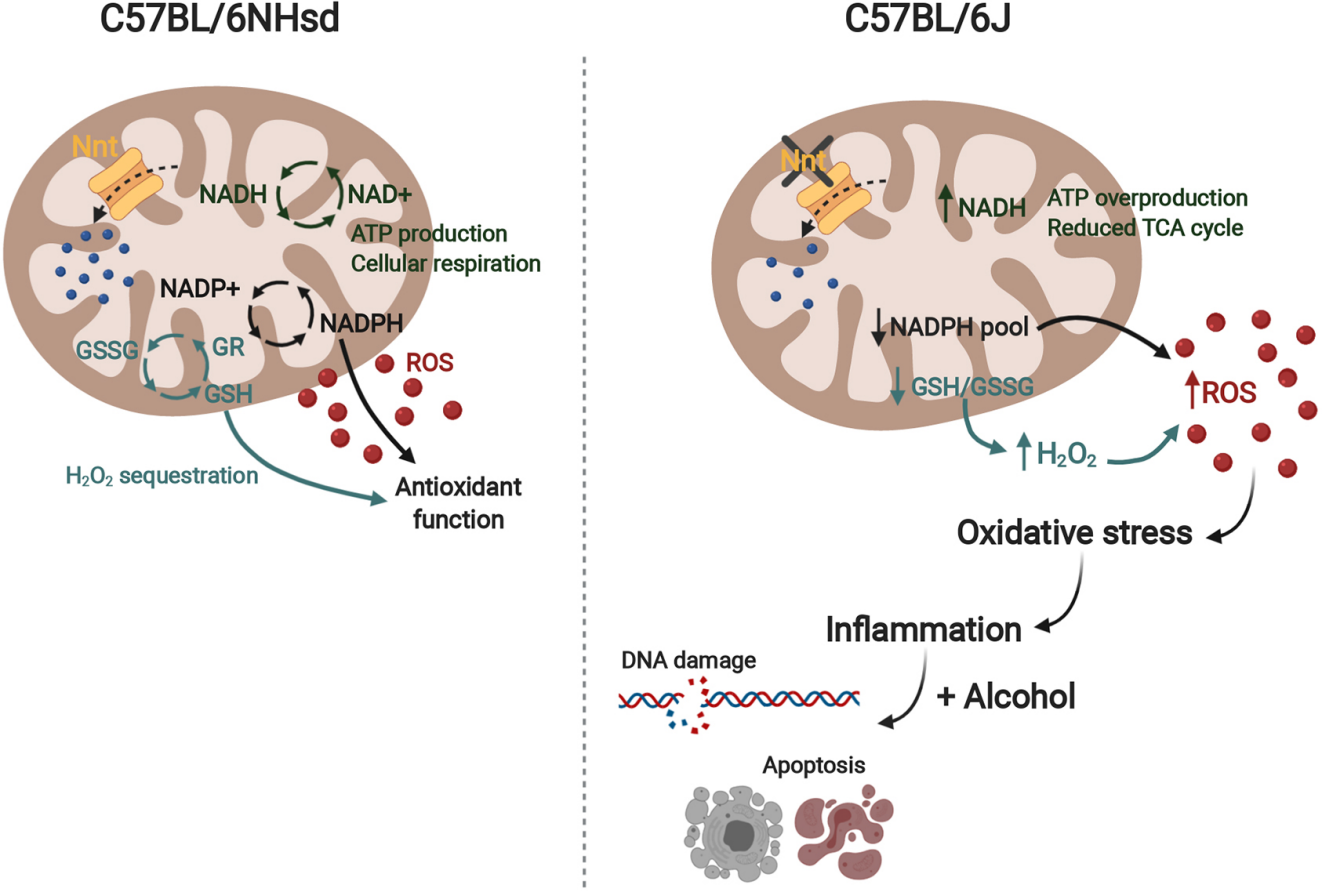
**Schematic representing a hypothetical mechanism contributing to differences in alcohol sensitivity between the 6J and 6N strains.** The *Nnt* mutation in the 6J strain could affect reactive oxygen species (ROS) breakdown in the mitochondria, leading to higher baseline oxidative stress and inflammation. In the presence of alcohol, 6J mice would undergo increased apoptosis and DNA damage, ultimately resulting in more severe craniofacial and CNS anomalies. GR, glutathione reductase; GSSG, glutathione disulfide; GSH, glutathione; NAD+/NADH, nicotinamide adenine dinucleotide (+ hydrogen); NADP+/NADPH, nicotinamide adenine dinucleotide phosphate; Nnt, nicotinamide nucleotide transhydrogenase.

Oxidative stress can induce inflammation and expression of pro-apoptotic molecules NF-κB and p53 and oxidative stress proteins HIF-1α and PPAR-γ (Reuter et al., 2010). The *Nnt* mutation has also been directly linked to increased expression of HIF-1α in the mouse liver. This molecule is critical for cellular response to hypoxia and can protect against oxidative stress. While *Hif1a* expression did not differ between the strains at baseline, it was downregulated by PAE in the 6J strain at the E7.5 time point. 

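Hif1a stood at 14 ± 0.0921 in 6J and 14 ± 0.0387 in 6N embryos at E7.0 (SD, n = 6 each), a difference of 0.03 (standard error 0.0416, adjusted p = 0.863). At E7.5 it was 13.1 ± 0.1 in PAE and 13.6 ± 0.208 in vehicle 6J embryos (n = 6 and 5). In 6N embryos PAE and vehicle differed by 0.06 (standard error 0.0854, adjusted p = 0.732), and the strain difference in response was −0.58 (standard error 0.117, adjusted p = 0.00639, or 0.0547 with the replicate block).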

The current study found that the 6J strain had increased expression of genes related to inflammation at baseline. The 6N mice showed an upregulation of inflammation-related genes at E7.5, whereas the 6J mice did not show many alcohol-induced changes in inflammatory pathways at either time point, possibly due to the fact that immune signaling genes were already comparatively activated in the 6J mice at baseline. 

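In 6J embryos at E7.5, 7 rose and 2 fell (9 and 3 when adjusted over the list alone; 4 and 0 with the replicate block) of 43 cytokine, chemokine and receptor genes (camera adjusted p = 0.0279, and adjusted p = 0.436 with an estimated correlation). Over all 19642 tested genes 2099 rose and 1777 fell, so rises and falls together were about as frequent as in this list. Its raised members included Cxcl16, a transmembrane chemokine, at 0.69 (adjusted p = 0.00239, or 0.0197 with the replicate block), Il15 at 0.56 (adjusted p = 0.000748) and Il1b at 0.55 (adjusted p = 0.00551). Of 34 interferon response genes, 9 rose and 1 fell (9 and 1 when adjusted over the list alone; 4 and 1 with the replicate block) (camera adjusted p = 0.00286, and adjusted p = 0.236 with an estimated correlation). At E7.25, 0 passed limma's test, with 6 higher and 0 lower at an unadjusted p under 0.05 (0 and 0 when adjusted over the list alone) of 39 cytokine, chemokine and receptor genes in 6J embryos, with a mean of 0.17 (camera adjusted p = 0.000785, and adjusted p = 0.47 with an estimated correlation). In the same comparison, with 0 genes of any of these lists passing limma's test (7, 6, 4 and 6 higher at an unadjusted p under 0.05), means were 0.65 for decidua and uterus (camera adjusted p = 0.00031, and adjusted p = 0.538 with an estimated correlation), 0.46 for granzymes and perforin (camera adjusted p = 0.00306, and adjusted p = 0.627 with an estimated correlation), 0.29 for macrophages and monocytes (camera adjusted p = 0.00135, and adjusted p = 0.627 with an estimated correlation) and 1.59 for adult globins (camera adjusted p = 0.000192, and adjusted p = 0.47 with an estimated correlation). Over the cytokine list at E7.5 the strain difference in response had a mean of 0.0503 (camera adjusted p = 0.578).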

Interpretation of the upregulation of inflammatory signaling in the 6J relative to 6N strain at E7.0 is limited because the exact function of immune molecules during gastrulation remains under investigation. Early macrophages are detected in the yolk sac during neurulation (∼E9 in mice) (Naito, 2008), whereas cells from a neutrophil lineage do not emerge in the embryo until E11.5 (McGrath et al., 2014), far after the time points under observation here. However, cytokines and chemokines have been suggested to play a role in cell migration (Nair and Schilling, 2008; Katsumoto and Kume, 2011), cell adhesion and tissue remodeling during gastrulation (Aller et al., 2014). In addition, it is possible that some of the pro-inflammatory signals are due to transfer from maternal circulation or the placenta. 

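Transcripts of adult globins, which embryos of this age do not yet make in quantity, varied widely between embryos. The mean of the 6 genes in single embryos ran from 9.74 to 11.7 at E7.0, from 7.36 to 12.1 at E7.25 and from 8.06 to 14.1 at E7.5. At E7.25 the mean of the neutrophil list was highest in 6J vehicle replicate 2, at 8.11, against 7.15 to 7.40 in the other 6J vehicle embryos.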

A direct link between the timing of immune signaling activity (higher at baseline in the 6J mice versus PAE-induced activation in the 6N mice) and differences in alcohol sensitivity between the strains remains to be determined.

Motile and immotile cilia play important roles throughout embryonic development. Previous work from our laboratory has demonstrated that alcohol administered during neurulation alters over 100 cilia genes in the neural tube within the first 6 h after exposure (Boschen et al., 2020). During gastrulation, motile cilia in the primitive node beat to create a morphogenic gradient that regulates left–right asymmetry. Previously, we have shown that knockdown of the cilia gene *Mns1* results in increased incidence and severity of ocular and craniofacial defects following gastrulation-stage alcohol exposure (Boschen et al., 2018), indicating a possible role for cilia dysfunction in the development of prenatal alcohol-related birth defects. Cilia-related genes in the current dataset were identified through comparison of each gene list with the CiliaCarta compendium (Van Dam et al., 2019). 

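Core ciliary genes were tested after PAE with a list narrower than the compendium used in the paper, so the counts are not comparable with the paper's. Of 75 genes at E7.25, 2 rose and 0 fell (2 and 0 when adjusted over the list alone; 1 and 0 with the replicate block) in 6J and 1 rose and 0 fell (1 and 0 when adjusted over the list alone; 0 and 0 with the replicate block) in 6N embryos. At E7.5, 6 rose and 3 fell (2 and 3 when adjusted over the list alone; 3 and 3 with the replicate block) in 6J and 1 rose and 0 fell (1 and 0 when adjusted over the list alone; 0 and 0 with the replicate block) in 6N embryos. Over all 19642 tested genes at E7.5, 2099 rose and 1777 fell in 6J embryos. The largest changes of ciliary genes at E7.5 in 6J embryos were Mkks, a chaperonin-like gene of the Bardet-Biedl group, at −1.06 (adjusted p = 3.33e-05, or 0.00108 with the replicate block) and Tmem231, of the ciliary transition zone, at 0.83 (adjusted p = 0.00462, or 0.0264 with the replicate block). In 6N embryos at E7.25 the list had a mean of −0.20 (camera adjusted p = 7.01e-05, and adjusted p = 0.646 with an estimated correlation).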

Gastrulation-stage alcohol exposure altered cilia-related genes in both strains but to a greater degree in the 6J strain (25 cilia genes in the 6J mice versus 21 genes in the 6N mice at E7.25; 101 cilia genes in the 6J mice versus 24 genes in the 6N mice at E7.5; Table S9). Immotile cilia, called primary cilia, are responsible for transduction of the Shh pathway, as Smo is trafficked into the cilia following binding of Shh to Ptch1, and the Gli transcription factors are processed within the cilia axoneme. In the 6J mice, multiple genes within the Shh pathway (*Shh*, *Ptch1*, *Smo*, *Gli3*) were downregulated 12 h after alcohol. This time point also coincided with a relatively large increase in the number of cilia genes dysregulated by alcohol in this strain compared to the 6N strain. Further investigation is needed to determine whether the cilia genes altered by alcohol exposure in the 6J strain are directly related to the downregulation of Shh pathway genes or are indicative of any significant motile or immotile cilia dysfunction.

The 6J and 6N strains are widely used to study the effects of prenatal drug exposure. Factors such as timing of alcohol exposure (gastrulation versus neurulation), time elapsed between alcohol administration and tissue collection [e.g. 3 h in Green et al. (2007), 6-12 h in our study], and specific tissue type assessed (head fold tissue versus whole embryo) contribute to the differences between previously published gene expression profiles and those reported here. Our previous work (Boschen et al., 2020) sequenced RNA collected from rostroventral neural tube tissue 12 h or 24 h after alcohol in the 6J strain only. Despite methodological differences between these experiments, common targets of alcohol are apparent when the studies are compared. Mitochondrial function and ribosome biogenesis have been reported to be disrupted in multiple models of FASD (Green et al., 2007; Garic et al., 2014; Boschen et al., 2020; Berres et al., 2017) and identified as downregulated pathways in the 6J PAE-treated embryos at E7.5 in the current study. 

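A number of ribosome biogenesis genes fell in 6J embryos 12 h after PAE. Of 46, 0 rose and 17 fell (0 and 18 when adjusted over the list alone; 0 and 9 with the replicate block), with the maturation factor gene Nob1 at −0.57 (standard error 0.0606, adjusted p = 3.22e-06, or 0.000488 with the replicate block) and Rrs1 at −0.71 (adjusted p = 0.000109, or 0.00287 with the replicate block) (camera adjusted p = 1.49e-06, and adjusted p = 0.216 with an estimated correlation). In 6N embryos 0 passed limma's test, with 0 higher and 14 lower at an unadjusted p under 0.05 (0 and 1 when adjusted over the list alone), with a mean of −0.22 (camera adjusted p = 9.37e-07, and adjusted p = 0.42 with an estimated correlation). For the 63 nuclear genes of the respiratory chain, 0 passed limma's test, with 0 higher and 1 lower at an unadjusted p under 0.05 (0 and 0 when adjusted over the list alone) in 6J embryos. Their mean was −0.0803 (camera adjusted p = 0.0475, and adjusted p = 0.83 with an estimated correlation).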

Compromised ribosome biogenesis and mitochondrial function could be indicative of impaired cell growth as synthesis of ribosomes is necessary for cell cycle progression. Cell motility and adhesion have also been determined to be targets of alcohol during early gestation (Dou et al., 2013; Boschen et al., 2020; Green et al., 2007). Cell motility was upregulated in the 6J versus 6N mice at E7.0 in the current study; however, pathways related to cell movement were not enriched by PAE at either time point. Finally, competition between alcohol and retinoic acid (RA) as a mechanism of prenatal alcohol pathogenesis has been a long-standing hypothesis in the field (Deltour et al., 1996; Johnson et al., 2007). 

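Crabp2, a retinoic acid carrier, fell in 6J embryos at E7.5, with a difference of −1.23 (standard error 0.236, adjusted p = 0.000934, or 0.00665 with the replicate block). In 6N embryos the difference was −0.92 (standard error 0.252, adjusted p = 0.0703), and the strain difference in response was −0.32 (standard error 0.345, adjusted p = 0.648). Rara, a retinoic acid receptor gene, rose in 6N embryos at E7.25 by 0.42 (standard error 0.0925, adjusted p = 0.0275, or 0.197 with the replicate block). Lrat, which esterifies retinol, differed by 0.37 (standard error 0.156, adjusted p = 0.219) in 6J embryos at E7.25 and did not pass. Of 29 genes of retinoic acid signaling at E7.5, 1 rose and 8 fell (1 and 9 when adjusted over the list alone; 0 and 7 with the replicate block) in 6J embryos (camera adjusted p = 0.0157, and adjusted p = 0.387 with an estimated correlation). In 6N embryos 0 passed limma's test, with 0 higher and 7 lower at an unadjusted p under 0.05 (0 and 6 when adjusted over the list alone) (camera adjusted p = 0.0108, and adjusted p = 0.427 with an estimated correlation).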

Although the current study did not find statistical enrichment of any RA pathways, three genes related to RA signaling were dysregulated after PAE: lecithin retinol acyltransferase (*Lrat*; +0.42 Log2FC in 6J mice at E7.25), retinoic acid receptor-α (*Rara*; +0.46 Log2FC in 6N mice at E7.25) and cellular retinoic acid binding protein 2 (*Crabp2*; −1.04 and −0.87 Log2FC in 6J and 6N mice, respectively, at E7.5). However, interpretation of these single genes is difficult in the absence of other changes to the pathway. RA has been shown to be a regulator of Shh signaling (Ribes et al., 2006; Helms et al., 1997), which was significantly downregulated in the 6J strain 12 h after PAE, although it is beyond the scope of this study to determine whether this change was related to RA signaling.

These data provide information about gene expression patterns in two widely used strains of mice across normal gastrulation and in response to a teratogen. 

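Shh stood at 8.00 ± 0.0394, 7.26 ± 0.374 and 8.67 ± 0.181 in 6J embryos without alcohol at E7.0, E7.25 and E7.5 (SD, n = 6, 6 and 5), and at 8.06 ± 0.0472, 7.37 ± 0.479 and 8.27 ± 0.413 in 6N embryos (n = 6 each). Genes without reads stand at 7.97, 6.77 and 6.16 in the 3 tables. Fgf5, a marker of the epiblast, stood at 13.3 ± 0.22, 12.2 ± 1.1 and 9.45 ± 0.48 in 6J embryos and at 13.4 ± 0.24, 11.7 ± 1.1 and 9.83 ± 0.63 in 6N embryos. The time points were normalized separately, so the levels are given side by side without a test.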

The web tool created to allow for exploration of the dataset visually demonstrates the dynamic nature of certain genes across gastrulation (e.g. *Shh* increases expression over time, *Fgf5* shows reduced expression). The tool will also provide a valuable resource during experimental design, as there are significant differences in gene expression between the two strains that might support the use of one over the other for certain paradigms. The future directions of this study will explore the nuances of gene expression profiles in these two strains, including whether biological sex contributes to prenatal alcohol sensitivity. While all time points used in this study occur prior to gonadal sexual differentiation, differences in gene expression and growth rates have been reported between male and female pre-implantation embryos (Deegan et al., 2019; Werner et al., 2017). 

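Y-linked genes varied between embryos, so both sexes were present. Their mean was higher after PAE than after vehicle in 6J embryos at E7.25, by 2.06 (0 of 4 passed limma's test, 3 at an unadjusted p under 0.05, 3 when adjusted over the list alone; camera adjusted p = 0.0115, and adjusted p = 0.524 with an estimated correlation). With the mean of the 4 Y-linked genes as a covariate, 295 genes passed in 6J embryos at E7.25, against 514 without it, and 540 passed in 6N embryos at E7.5, against 250.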

Although no sex differences were apparent in the differentially expressed genes in this study, as determined by the consistency between samples (Figs S1-S7), this question needs to be fully explored. In addition, our study used whole embryo tissue, whereas newer sequencing technologies such as single-cell and spatial transcriptomics will allow for investigation of localized mRNA expression patterns, spatiotemporal cell–cell interactions, and a direct link between gene expression and tissue morphology in the gastrulating embryo.

In conclusion, our study demonstrates that a pre-existing genetic susceptibility can mediate sensitivity to teratogens such as alcohol in mice. Not only did the sensitive 6J mice show a larger response to PAE in sheer number of genes/biological pathways affected, but pathways regulating cell death, proliferation, and craniofacial and CNS development were altered to a greater degree in this strain. We hypothesize that the known mutation in *Nnt* in the 6J strain predisposes these embryos to have increased expression of inflammatory signaling genes than make them more sensitive to the addition of an external stressor such as PAE (Fig. 7). Understanding how genetic variability can mediate risk and resiliency to PAE can help elucidate how alcohol acts on the embryo at the cellular level and, ultimately, assist in identifying candidate genes as biomarkers of PAE in the human population.

## MATERIALS AND METHODS

### Animals

Male and female adult C57BL/6J (The Jackson Laboratory, Bar Harbor, ME, USA; Stock #000664) and C57BL/6NHsd (Envigo, Indianapolis, IN, USA) mice (*Mus musculus*) were obtained. Males were housed singly and females were housed in groups up to five in standard polycarbonate cages with cob bedding, shelter and nesting material. Mice had *ad libitum* access to food (Prolab Isopro RMH 3000, LabDiet, St Louis, MO, USA) and water and were maintained on a 12:12 h light/dark cycle. Up to two female mice were placed into the cage of a male for each 2 h mating session. Upon discovery of a vaginal plug, E0 was defined as the beginning of the mating session (Fig. 1). All experimental procedures were approved by the Animal Care and Use Committee at The University of North Carolina at Chapel Hill (UNC) and were performed in accordance with NIH Guidelines (Approval #18-203). On E7.0, dams were weighed and pregnant dams were either dissected immediately or assigned to one of the experimental treatment groups.

### Alcohol exposure paradigm (PAE)

On E7.0, dams were administered two doses of 2.9 g/kg ethanol (25% vol/vol; Pharmaco-Aaper, Brookfield, CT, USA) in Lactated Ringer's solution 4 h apart via intraperitoneal injection (Fig. 1). This dose and pattern of alcohol exposure results in maternal blood alcohol concentrations of ∼400 mg/dl (O'Leary-Moore et al., 2010). Control mice were administered an equal volume of Lactated Ringer's solution (1.5 ml/100 g body weight).

### RNA isolation

RNA was collected from embryos either before alcohol administration (E7.0) or 6 h or 12 h after the first alcohol injection (E7.25 or E7.5) (Fig. 1). Dams were sacrificed via CO_2_ followed by cervical dislocation, and embryos were dissected from the placenta. All extraembryonic tissue was removed and embryos were stage matched based on morphological assessment (Theiler Stages 10-11; representative image in Fig. 2A). A total of six embryos per group were used, with no more than two embryos collected per litter to minimize litter effects. Sex was not considered as a biological variable as all time points occur prior to gonadal sexual differentiation. RNA was isolated using an RNeasy Plus Micro Kit (Qiagen, Germantown, MD, USA), and RNA concentrations and purity were assessed using a NanoDrop 2000 and Qubit 3.0 Fluorimeter (Thermo Fisher Scientific, Waltham, MA, USA). A separate group of samples was collected at the E7.0 time point and isolated for validation of gene expression using quantitative reverse transcription PCR (qRT-PCR). Expression of *Wdfy1*, *Entpd4* and *Efcab7* was analyzed in each strain and found to validate the RNA-seq results from this time point (Fig. S9). All samples were run in triplicate (*n*=6/strain).

### RNA-seq

A total of six samples per group were submitted for sequencing. Libraries for RNA-seq were prepared using the SMARTr Ultra Low Input RNA (Clontech, Mountainview, CA, USA) and Nextera XT DNA (Illumina, San Diego, CA, USA) kits by the UNC High-Throughput Sequencing Facility. Samples were pooled only for sequencing, after RNA extraction and library preparation. For E7.0 samples (12 embryos total), there were four samples per pool (two/group), three pools total, one pool per lane. For E7.25 and E7.5 samples (24 samples/time point), there were four samples per poll (one/group), six pools total, one pool per lane. Paired-end (50 bp) sequencing was performed (Illumina HiSeq 4000).

### RNA-seq and qRT-PCR data analysis and display

Reads were filtered and aligned as described previously (Boschen et al., 2020). Transcript abundance was measured using Salmon (Patro et al., 2017), and differential expression tests were performed using DESeq2 1.22.2 (Anders and Huber, 2010). Gene expression differences were considered significant at an adjusted *P*-value threshold of 0.05. At the E7.5 time point, three outliers were detected and removed from the analysis: one from the 6J vehicle-treated group and two from the 6N PAE group. Final sample sizes are noted in the figure captions. We used gProfiler 0.1.6 (Raudvere et al., 2019) to detect significantly enriched pathways among differentially expressed genes, primarily using Gene Ontology (GO) (Ashburner et al., 2000; The Gene Ontology Consortium, 2018), the Kyoto Encyclopedia of Genes and Genomes (KEGG) (Kanehisa et al., 2019; Kanehisa and Goto, 2000), Reactome (Jassal et al., 2020; Fabregat et al., 2018) and HPO (Köhler et al., 2019). In addition, differentially expressed genes were assayed in a *de novo* network analysis using Ingenuity Software (Qiagen). For the E7.0 time point, network analysis was limited to 35 molecules (genes/proteins/protein complexes) per network due to the small number of input genes. For the E7.25 and E7.5 time points, analysis was limited to 70 focus molecules per network. Networks were ranked by the −log_10_ Fisher's exact *P*-value testing the likelihood of a similar network being formed by the same number (35 or 70) random molecules. Gene lists were also compared to the CiliaCarta compendium (Van Dam et al., 2019) to analyze the number of cilia-related genes disrupted by alcohol at each time point and in each strain.

qRT-PCR data were analyzed with unpaired Student's *t*-tests corrected for multiple comparisons and *P*<0.05 was designated as statistically significant.

The gene expression data browser web tool was developed using the R shiny framework hosted through the Apache HTTP webserver. Several packages are used to process and display the gene expression data, including the tidyverse, here, ggplot2, reactable, dqshiny and shinylogs packages. The computer code for the data browser is available through github (https://github.com/mbergins/Embryo-Genes).

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

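The samples were whole gastrulation-stage mouse embryos of the C57BL/6J (6J) and C57BL/6NHsd (6N) strains. There were 6 embryos per strain at E7.0, before any injection, and 6 per strain and treatment at E7.25. At E7.5 there were 5 6J vehicle, 6 6J PAE (prenatal alcohol exposure), 6 6N vehicle and 4 6N PAE embryos. One embryo is the replicate throughout. Litters are not named in the sample records, so litter could not be entered in a fit.

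The authors trimmed reads with cutadapt 1.12, aligned them with STAR 2.5.2b, measured transcripts with Salmon and transformed the counts with DESeq2 1.22.2, according to the submitters' processing notes, which name the mm9 build. As deposited by the authors, the values are log2 values made by the variance-stabilizing transformation (VST), separately for each time point. They cover 24444 genes. Genes without reads stand at 7.97, 6.77 and 6.16 in the E7.0, E7.25 and E7.5 tables, and near those values a difference is smaller than the log2 ratio of the counts. Read counts and depth are not given. No precision from counting and no detection limit can therefore be stated, and the spread between embryos is the only error used. No coordinates are given, since the reference at hand is a later build.

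The deposited values carry an adjustment that the paper's text does not describe. The mean of each gene is equal across the 6 replicate numbers at E7.25 and E7.5 and across 3 sets of 4 embryos at E7.0 (largest range 9.17e-09). A fit without a matching term counts too many residual degrees of freedom. Each comparison was therefore given without and with the replicate number as a term (the 3 sets of embryos at E7.0), which takes the residual degrees of freedom from 20 to 15 at E7.25, from 17 to 12 at E7.5 and from 10 to 8 at E7.0. The fit without the term was fixed as the design before the data were examined.

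Differences were tested with limma 3.58.1 in R 4.3.3, with 1 fit per time point, a variance trend with mean expression and Benjamini-Hochberg adjustment within each comparison at 0.05. There were 9 comparisons: 6J against 6N embryos at each time point, PAE against vehicle in each strain at E7.25 and E7.5, and the strain difference in response at both. Genes were tested when they lay at least 1 unit above the lowest value of the table in as many embryos as the smallest group holds (8.31 in 6 embryos, 6.88 in 6 and 5.88 in 4). This left 14159, 17782 and 19642 genes. The lowest values of the tables come from the adjustment and lie below those of genes without reads, so this filter is mild, and at E7.5 it removed only genes with equal values in all embryos. Standard errors are those of limma, and SD is the spread between embryos of a group.

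Before the data were examined but after the paper had been read, 44 gene lists were fixed, and 43 had at least 3 tested members. Several hold genes that the paper calls in these embryos, so they are not fully independent of the data. All lists were tested with camera at a preset correlation between genes of 0.01, adjusted over lists, and again with an estimated correlation. Genes are named when the paper names them, when they are among the 10 largest passing differences in either direction, when they have 1 of the 4 lowest p-values on a list, or when they lead the strain differences in response. The paper's fold changes and leading genes had been seen before this rule was written.

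The tests were checked on simulated data. In 200 genes given a change and all others left unchanged, the fit without the block called 44 to 68 unchanged genes per comparison, and that with the block 5 to 13. Alternatives set beforehand were no filter, a stricter filter (2 units), quantile normalization, median centring, no variance trend, array weights, the replicate block, a Y-linked covariate, a fit of the compared groups only, 4 of the 6 6J PAE embryos at E7.5, and leaving out each embryo in turn. Chosen after seeing the data were a scale with the value of genes without reads removed from the levels, a filter above the value of genes without reads (with and without the block), the 3 sets of embryos as a term at E7.0, and leaving out the 2 E7.25 embryos of lowest array weight. Pathway enrichment was not repeated, since the ontologies the paper used were not at hand, and the qRT-PCR measurements have no file.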

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

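The tissue test below, and the filter above the value of genes without reads, the 3 sets of embryos at E7.0 and the fit without 2 embryos, were chosen only after the results were seen. Single embryos were marked where 1 value lay farther from the rest of its group than Dixon's 95% critical value, which chance marks in about 1 of 20 groups, and 7 of 89 groups were marked. The marked values were Nnt at 11.901 in 6J replicate 4 at E7.0 (the others 11.989 to 12.036), Nnt at 12.143 in 6N replicate 6 at E7.0 (12.211 to 12.247), Efcab7 at 8.4827 in 6J replicate 1 at E7.0 (8.6995 to 8.7963), Shh at 8.7336 in 6N PAE replicate 1 at E7.5 (7.9037 to 7.9782), Tcf21 at 8.2313 in 6J PAE replicate 1 at E7.5 (7.1898 to 7.3871) and Mef2c at 7.3132 in 6N PAE replicate 1 at E7.5 (7.4281 to 7.4501). The mean of the neutrophil list was 8.1117 in 6J vehicle replicate 2 at E7.25 (7.1503 to 7.4042).

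The response to PAE differed between the strains by the interaction test in 1 gene at E7.25 (0 with the replicate block) and in 900 at E7.5 (184 with the block, and 536, 547 and 571 without 6J vehicle replicate 6, 6N PAE replicate 4 and 6N PAE replicate 1). The gene at E7.25 was Fnd3c2 (0.6598, adjusted p = 0.00702, limma). The E7.5 genes with the lowest p that responded more positively in 6J embryos were Fam46b (2.008, adjusted p = 1.3e-06), Prr23a1 (0.7056, adjusted p = 0.000246), Prokr2 (1.431, adjusted p = 0.000436), Igsf8 (1.014, adjusted p = 0.000481) and Epor (1.253, adjusted p = 0.000712). Those that responded more negatively were Tmem185b (−1.116, adjusted p = 0.000563), Dolpp1 (−0.7323), Ing3 (−0.9628), Pdf (−0.9664) and Rbm4b (−1.511), the last 4 with an adjusted p of 0.000712.

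Lists that the paper does not discuss were marked where they held changed genes in 6J embryos at E7.5. Of 26 antigen processing genes 9 rose (8 with the replicate block), of 36 heat shock genes 10 fell (8), of 34 paraxial mesoderm and Hox genes 16 fell (11), and of 59 signaling genes of the Wnt, FGF, BMP, Nodal and Notch pathways 7 rose (5) and 14 fell (11). Over all 19642 tested genes 2099 rose and 1777 fell, so the 7 raised signaling genes lie near the share over all genes.

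Other splits of the same embryos (permuted residuals for the strain difference in response) were compared with the real groups. Each split exchanges single embryos. Up to 2 embryos shared a litter, and the sample records do not name the litters. Chance differences between litters therefore cannot be excluded for any count. With embryos taken as independent, fewer than 0.05 of these splits reached each count below. The counts named at the end stay open on that footing too, and the numbers of shared genes are a separate question. The numbers are the real value, the highest of the other splits and how many of 100 splits, the real one included, gave as many genes. They were 9, 28 and 2 at E7.0, 11, 14 and 2 between strains at E7.25, and 6, 5 and 1 at E7.5. For PAE they were 514, 544 and 2 in 6J at E7.25, 398, 2 and 1 in 6N at E7.25, 3876, 2414 and 1 in 6J at E7.5, and 250, 235 and 1 in 6N at E7.5. For the strain difference in response they were 1, 2060 and 4 at E7.25 and 900, 3 and 1 at E7.5. The split with 2060 genes calls many times the real count, and why was not tested. Those with 544 and 235 genes exchange replicate 2 of the compared groups alone, so they keep most of the real labels. The split with 2414 genes is close to a mirror of the real one. Splits that keep the replicate sets, along which the values were adjusted, gave a highest other of 41 at E7.0, 84 and 5 between strains at E7.25 and E7.5, 544 and 166 for PAE in 6J and 6N at E7.25, and 3194 (again close to a mirror) and 235 at E7.5. At E7.0, 3 of 100 such splits, the real one included, reached the 9 genes. The strain difference in response was not split within replicate sets. Shared genes numbered 94 at E7.25, 140 at E7.5, 1 in all 4 PAE comparisons and 3 in all strain comparisons, against a highest other of 0 and 1 of 100 relabellings each. Relabelling all comparisons at once removes the effect from each, so it tests whether genes pass at all. It cannot show whether lists of the real sizes share more genes than chance would, here or within replicate sets. All relabellings within replicate sets gave as many shared genes after PAE in 1 of 1024 at E7.25 (highest other 84), 4 of 512 at E7.5 (highest other 673) and 12 of 524288 over both (highest other 4), the real one included, and 100 drawn for the strain comparisons in 1 (highest other 0). The relabelling with 673 genes exceeds the real count of 140, and why was not tested. With the block the genes shared after PAE were 0, 0 and 0 by limma, as 0 genes pass in 6N at E7.25 (2308 at an unadjusted p under 0.05) and 1 at E7.5, and those shared by the strain comparisons 3. Chance is not excluded for the 11 strain differences at E7.25, which 4 of 32 splits within replicate sets, the real one included, reach, for PAE in 6J at E7.25, which 2 of 32 reach likewise (the other one exchanges replicate 2 alone), or for the strain difference in response at E7.25, since 23 of 40 simulations of unchanged genes without the block gave 1 gene or more (0 pass with the block by limma, 777 at an unadjusted p under 0.05). For PAE in 6N at E7.5 the 16 splits within replicate sets are too few for a share under 0.05 (250 genes, highest other 235), and with the block 1 gene passes, which 2 of 40 simulations reach. Simulated values alone are not taken to exclude chance. Nor is chance excluded for the 6 strain differences at E7.5. Of 32 splits within replicate sets 1, the real one, reaches them, but so do a number of simulations of unchanged genes. In simulations 2 of 40 reach the 11 strain differences at E7.25, 0 of 40 the 514 genes for PAE in 6J at E7.25 and 10 of 40 the 6 strain differences at E7.5, while with the block 7, 112 and 5 genes pass, each against at most 1 in 40 simulations.

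In 6J embryos at E7.5, 3876 genes passed after PAE. More extraembryonic or maternal tissue stays open, as part or the whole of the cause. The median of the epiblast list lay above that of the paraxial mesoderm and Hox list by 0.634, so these lists did not fall alike. Its standard error of 0.148 comes from resampled genes, not embryos. The test cannot decide, as it was chosen after the results were seen and the epiblast list shares Esrrb with the trophoblast list. Medians were 0.321 for trophoblast, 0.205 for decidua and 0.131 for visceral endoderm. A delay of development cannot be told apart from a direct effect: the changes had an r of −0.0907 with the change of 6N vehicle embryos from E7.25 to E7.5, taken across 2 separately normalized tables, and of −0.196 over the called genes, of which 58.2% ran against that change. The r lay inside the range of other splits (−0.253 to 0.223), but the bound written before the test was wrong, because those splits vary along the same genes, which are not independent replicates. The paper states that embryos were matched for stage by their morphology, which leaves room for a delay within the matched stages. A delay, alone or in part, and an effect of alcohol on mesoderm genes stay open.

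In 6N PAE embryos at E7.5, 5 neutrophil genes rose and the list followed the adult globins within groups (Pearson r = 0.68 over 21 embryos, permutation p = 0.00066), and adult globins were higher by 1.52 (6 of 6 genes). Maternal blood in the samples is a candidate explanation for these embryos. In group means of other comparisons the lists part. After PAE in 6J the neutrophil list was higher by 0.266 at E7.5 (4 genes passed) with globins at −0.0131. At E7.25 globins differed by 1.59 after PAE in 6J and by −2.1 between strains, with the neutrophil list at 0.0819 and −0.0133. These means hold far embryos. Globins stood at 14.123 in 6J vehicle replicate 5 at E7.5 (the others 9.8661 to 11.522). The neutrophil list stood at 8.1117 in 6J vehicle replicate 2 at E7.25 (the others 7.1503 to 7.4042). The parting of the lists therefore does not argue against maternal blood. Maternal decidua cannot be told apart from other sources (r = 0.436, permutation p = 0.0635), as a p that misses the threshold excludes nothing. Inflammation of the embryo or the dam was not tested and stays open.

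In 6N embryos at E7.25, 398 genes passed without the replicate block and 0 with it (limma, 2308 at an unadjusted p under 0.05). At most 13 of the unchanged genes passed in 40 simulations with the same equal means. Simulated genes vary independently and real ones do not, so the simulations cannot weigh overcounted degrees of freedom. Splits within replicate sets keep the relations between genes. Of these, 1 of 32 reached 398 genes, the real one, and the others gave at most 166. This argues against overcounted degrees of freedom as the whole cause. Over the 398 genes the differences followed those of 6J embryos (r = 0.804 across genes, which are not independent replicates), while another split of the 6J embryos reached 0.882. A response shared by the strains cannot be told apart from an axis along which embryos of 1 group also vary, and the bound written before the test was wrong, because other splits of the 6J embryos vary along the same genes. A shared effect of alcohol stays open.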

How the results depend on the processing

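Chosen only after the results were seen were the scale with the value of genes without reads removed, the filter above the value of genes without reads (with and without the replicate block), the 3 sets of embryos at E7.0 and the fit without 2 embryos at E7.25. The counts rest on 4 to 6 embryos per group, on values adjusted before deposit and on an unknown depth, and litter could not be entered. The cause of each movement below was not tested. Values are the number of genes that pass, with the main count first.

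With the replicate block, strain differences at E7.25 went from 11 to 7, PAE in 6J at E7.25 from 514 to 112, PAE in 6N at E7.25 from 398 to 0, the strain difference in response at E7.25 from 1 to 0, PAE in 6J at E7.5 from 3876 to 2029, PAE in 6N at E7.5 from 250 to 1, the strain difference in response at E7.5 from 900 to 184, and the genes shared by the strains from 94 to 0 at E7.25, from 140 to 0 at E7.5 and from 1 to 0 in all 4 PAE comparisons. In the same order, the filter above the value of genes without reads with the block gave 6, 171, 2, 0, 2134, 12, 199, 2, 11 and 0, and 3 for strain differences at E7.5 (main 6). Without the block that filter gave 7 for strain differences at E7.25, 3 at E7.5, 0 for the response at E7.25 and 7 in all 4 PAE comparisons.

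Array weights gave 19 and 13 for strain differences at E7.25 and E7.5, 1384 and 1131 for PAE in 6J and 6N at E7.25, 2029 in 6N at E7.5, and 417, 745 and 40 shared genes at E7.25, at E7.5 and in all 4 comparisons. The Y-linked covariate gave 295 for PAE in 6J at E7.25, 2 for the response at E7.25, 540 in 6N at E7.5, and 282 and 4 shared genes at E7.5 and in all 4. The stricter filter gave 7 and 3 for strain differences at E7.25 and E7.5, 0 for the response at E7.25 and 6 in all 4, and no filter gave 16 at E7.0. Median centring gave 188 for PAE in 6N at E7.25 and 52 shared genes. No variance trend gave 5 in all 4. Fits of the compared groups only gave 6 for strain differences at E7.25, 2 for PAE in 6N at E7.25, and 2, 78 and 0 shared genes. Without the 2 E7.25 embryos of lowest array weight, PAE gave 972 in 6J and 158 in 6N. With 4 of the 6 6J PAE embryos at E7.5 the lowest count was 2357.

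Leaving out 1 embryo at a time gave 8 to 12 for strain differences at E7.0, 8 to 11 at E7.25 and 5 to 8 at E7.5. For PAE in 6J at E7.25 it gave 293 (without 6J vehicle replicate 4) to 693 (6J vehicle replicate 2), with 336 without 6J PAE replicate 3, and for 6N at E7.25 66 (6N vehicle replicate 6) to 703 (6N PAE replicate 3), beyond 1.5-fold for 10 of the 12 compared embryos. It gave 3083 to 3962 in 6J at E7.5 and 15 (6N PAE replicate 1) to 531 (6N vehicle replicate 2) in 6N at E7.5, beyond 1.5-fold for 9 of 10. The response differed between strains in 1 to 2 genes at E7.25 and in 536 (6J vehicle replicate 6) to 1184 (6J PAE replicate 3) at E7.5, with 571 and 547 without 6N PAE replicates 1 and 4. Shared genes ranged from 31 (6N vehicle replicate 2) to 169 (6J vehicle replicate 2) at E7.25, from 15 (6N PAE replicate 1) to 242 (6N vehicle replicate 2) at E7.5, from 0 to 4 in all 4 PAE comparisons and from 3 to 3 in all strain comparisons.

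Other counts stayed within the margin, 13 of 13 with quantile normalization and 12 of 13 each without a filter and without a variance trend. More genes rose than fell for PAE in 6J at E7.5 (2099 and 1777), which turned with median centring (1435 and 2208) and quantile normalization (1799 and 1883), and the split in 6N at E7.25 (190 and 208) turned as well (97 and 91, 175 and 143), as did that of the strain difference in response at E7.5 (460 and 440, to 293 and 469, and 425 and 445). Of the named genes, 94 were weaker and 184 the same with the replicate block, 55 and 174 with the compared groups only, 20 and 257 with median centring, 18 and 258 with quantile normalization and 15 and 259 with the Y-linked covariate, while array weights made 11 stronger. Of the lists, 149 were weaker and 238 the same with an estimated correlation.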

Differences from the paper's values

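Of the settings named below, the filter above the value of genes without reads, the fit without 2 embryos at E7.25 and the scale with the value of genes without reads removed were chosen only after the results were seen. The paper's stated threshold, an adjusted p of 0.05, was also used here, with limma on the deposited values in place of a model of read counts. The paper's fold changes are log2 ratios of counts, and those here are differences of VST values, which are smaller near the value of genes without reads. The paper gives 80 strain differences at E7.0, 67 higher and 13 lower in 6J, against 9, 5 and 4 here, where none of the 8 alternatives set before the data were examined comes within 1.5-fold. At E7.25 the paper gives 315 strain differences, 128 higher and 187 lower, against 11, 4 and 7 here, and at E7.5 the paper gives 304, 120 and 184 against 6, 4 and 2 here, with none of 9 alternatives within 1.5-fold at either time point. Leaving out any 1 embryo closes none of these gaps.

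For PAE in 6J embryos at E7.25 the paper gives 810 genes, 355 of them higher, against 514 and 152 here. The total comes within 1.5-fold of the paper's with the stricter filter (561), median centring (604) and no variance trend (567), and without 6J PAE replicate 5 (594) or 6J vehicle replicate 2 (693), but not with no filter, quantile normalization, array weights, the replicate block, the Y-linked covariate or the compared groups only. For the higher genes none of the 9 alternatives does, and of the embryos left out only 6J vehicle replicate 2 does (243). Leaving out the 2 embryos of lowest array weight, a fit chosen after seeing the values, gives 972 genes, 375 of them higher, and drops 6 of the genes the paper calls in 6N embryos. The filter above the value of genes without reads, also chosen after seeing the values, gives 565 genes and drops 3 of the paper's calls (Il1rn at E7.0, Hist1h4m at E7.25 and E7.5), which it leaves untested.

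For PAE in 6N embryos at E7.25 the paper gives 702 genes, 372 higher and 330 lower, against 398, 190 and 208 here. The stricter filter (476, with 254 lower) and no variance trend (471, with 241 lower) come within 1.5-fold for the total and the lower genes, and array weights (551) only for the higher genes. No filter, quantile normalization, median centring, the replicate block, the Y-linked covariate and the compared groups only do so for none of the 3. Leaving out 6N PAE replicate 2 (549, 248 and 301) or replicate 3 (703, 373 and 330) does so for all 3. The filter above the value of genes without reads, chosen after seeing the values, gives 492 genes, 261 of them lower, and drops 3 of the paper's calls. For PAE in 6N embryos at E7.5 the paper gives 641 genes, 366 higher and 275 lower, against 250, 163 and 87 here. The Y-linked covariate (540, 332 and 208) and leaving out 6N vehicle replicate 2 (531, 301 and 230) come within 1.5-fold, and the other 8 alternatives do not.

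The paper gives 228 genes shared by the strains at E7.25 against 94 here, where none of 9 alternatives comes within 1.5-fold and leaving out 6J vehicle replicate 2 does (169). At E7.5 the paper gives 291 shared genes against 140 here, where no variance trend (200), the Y-linked covariate (282) and leaving out 6N vehicle replicate 2 (242) come within 1.5-fold and the other 7 alternatives do not. The filter above the value of genes without reads, chosen after seeing the values, gives 199 and drops 3 of the paper's calls. The paper gives 7 genes in all 4 PAE comparisons against 1 here (Ncbp2), where the stricter filter (6) and no variance trend (5) come within 1.5-fold and the other 7 alternatives do not. The filter above the value of genes without reads, chosen after seeing the values, gives 7 and drops 3 of the paper's calls.

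For the strain difference of Wdfy1 at E7.25 the paper gives −3.94 against −3.46 here (SD 0.175), and −3.95 with the value of genes without reads removed from the levels, a change of scale chosen after seeing the values that drops no call. For that of Efcab7 at E7.25 the paper gives −1.78 against −1.31 here (SD 0.197), and −1.80 on that later-chosen scale. For the rise of Efcab7 after PAE in 6J embryos at E7.5 the paper gives 0.81 against 0.44 here (SD 0.26), and 0.61 on that later-chosen scale. All 3 come within the SD there, while none of the 9 alternatives set before the data were examined does, and neither does leaving out any 1 embryo. Of the fold changes near the paper's on the VST scale, Lrat in 6J embryos at E7.25 moves away from it (1.54 against the paper's 0.42, from 0.37), as its levels lie close to the value of genes without reads.

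At E7.0 the paper names Ccl4, Il1r1, Il1rn and Tnfrsf9 as higher in 6J embryos and Hist1h4m as slightly higher. Il1rn passed (0.41, adjusted p = 0.00248), Il1r1 (0.42, adjusted p = 0.15) and Tnfrsf9 (0.43, adjusted p = 0.256) did not, and Ccl4 and Hist1h4m lay below the filter. Il1r1 passed without 6J replicate 6 (adjusted p = 0.0245). The paper places Hist1h4m first among the genes raised in 6J embryos at E7.25, and here it passed (0.53, adjusted p = 3.28e-06) behind Ide (1.01) and Entpd4 (0.81) on the VST scale. In 6N embryos it stood at the value of genes without reads (6.77), so a ratio of counts cannot be formed here and the order on the paper's scale is not settled. The paper finds no strain difference of Efcab7 at E7.5, and here it was lower in 6J embryos by 1.50 (adjusted p = 8.51e-06).

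At E7.25 the paper places Chac1 first among the genes raised in 6J embryos, and here it rose by 1.77 (adjusted p = 1.24e-05) behind Prap1 (3.33, adjusted p = 0.00693), while Alyref (−2.16) and Srsf2 (−2.06) led the fall in both. For 6N embryos the paper places Rsrp1 and Alyref first among the lowered genes and Tap2 and Sox15 first among the raised ones. Here Rsrp1 fell by 1.35 (adjusted p = 0.00269) behind Irx5 (−1.69, adjusted p = 0.048), Alyref did not pass (−1.59, adjusted p = 0.0529), and Tap2 (0.90) and Sox15 (0.69, adjusted p = 0.0137) rose behind Sh2d3c (0.93) and Cirbp (0.93) on the VST scale. In all, 2 raised genes that passed lay ahead of Tap2 and 17 ahead of Sox15 on that scale. With the value of genes without reads removed, chosen after seeing the values and dropping no call, Tap2 (1.51) and Sox15 (1.45) lie ahead of Sh2d3c (1.25) and Cirbp (0.99) and behind Ncmap (1.78). With that value removed, 8 raised genes that passed lie ahead of Tap2 and 9 ahead of Sox15, and 7 more lay too close to the value of genes without reads for a ratio. In the same way 15 lowered genes lie ahead of Rsrp1 in 6N embryos (6 more without a ratio), 3 raised genes ahead of Chac1 in 6J embryos (6 more) and 0 and 1 lowered genes ahead of Alyref and Srsf2 in 6J embryos. The paper also names Kdm1a as changed in 6N embryos, and Aven, Sdr39u1 and Tbx1 as changed in both strains. Kdm1a (−0.93, adjusted p = 0.0532), Aven (−0.89, adjusted p = 0.0532) and Sdr39u1 (0.39, adjusted p = 0.0583) did not pass in 6N embryos, and Tbx1 did not in 6J embryos (−0.52, adjusted p = 0.0535). Lrat in 6J embryos lay near the paper's fold and did not pass (0.37, adjusted p = 0.219) in this or any other setting that was run.

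Settings under which these genes pass are as follows. Alyref, Aven, Kdm1a and Sdr39u1 in 6N embryos at E7.25 pass with the stricter filter (0.0459, 0.0461, 0.0461 and 0.0464) and array weights (0.0246, 0.0188, 0.0329 and 0.0139), Alyref also with the Y-linked covariate (0.0484) and Sdr39u1 with no variance trend (0.0463). Without 6N vehicle replicate 4, Alyref (0.0344), Aven (0.0406) and Kdm1a (0.0337) pass, without 6N PAE replicate 3 Alyref (0.0483), Aven (0.0368) and Sdr39u1 (0.0403), and without 6N PAE replicate 2 Sdr39u1 (0.0404). Tbx1 in 6J embryos passes with quantile normalization (0.033), median centring (0.0305) and array weights (0.0295), and without 6J PAE replicate 5 (0.0477) or 6J vehicle replicate 2 (0.0248), 3 (0.0457) or 5 (0.0489). The filter above the value of genes without reads, chosen after seeing the values, also calls Alyref (0.0454), Aven (0.0458), Kdm1a (0.0458), Sdr39u1 (0.0463) and Tbx1 (0.0482) and drops 3 of the paper's calls. Leaving out the 2 embryos of lowest array weight, chosen after seeing the values, calls Tbx1 in 6J embryos (0.0134) and drops 6.

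At E7.5 the paper places Shh first among the genes lowered in 6J embryos, and here Shh fell by 1.63 (adjusted p = 6.68e-06) behind Hes3 (−3.17), Rsrp1 (−2.21) and Aldh1a2 (−2.03), among others, on the VST scale. With the value of genes without reads removed, chosen after seeing the values and dropping no call, Shh (−2.49) lies ahead of Tcf21 (−2.39), Rsrp1 (−2.27), Aldh1a2 (−2.13) and Wnt6 (−2.12) and behind Hes3 (−3.98). On that scale 7 lowered genes that passed lie ahead of Shh, Hes3 among them, and 37 more lay too close to the value of genes without reads for a ratio. The paper places Tap2 and Fam46b first among the raised genes, and here Fam46b (1.77) rose behind 3 genes, Tdgf1 (2.71), Prap1 (2.22) and Ier3 (1.93), and Tap2 (1.63) behind 7 on the VST scale. With the value of genes without reads removed, chosen after seeing the values and dropping no call, 31 raised genes that passed lie ahead of Tap2 and 59 ahead of Fam46b, and 119 more lay too close to that value for a ratio. In 6N embryos the paper names Gli3, Hist3h2a and Crabp2 as lowered, and here Gli3 (−0.82, adjusted p = 0.0637), Hist3h2a (−0.44, adjusted p = 0.064) and Crabp2 (−0.92, adjusted p = 0.0703) were lower without passing. Gli3 and Hist3h2a pass with the stricter filter (0.0469 and 0.0472), array weights (0.00958 and 0.00899) and without 6N vehicle replicate 2 (0.0224 and 0.0396), Gli3 also with the Y-linked covariate (0.0299) and Hist3h2a with no variance trend (0.0348). Crabp2 passes with array weights (0.0441) and without 6N vehicle replicate 6 (0.0259). The filter above the value of genes without reads, chosen after seeing the values, calls Gli3 (0.045) and Hist3h2a (0.0449) and drops 3 of the paper's calls.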

Other observations

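The tissue test below was chosen only after the results were seen. In 6J embryos many genes that had responded to PAE at E7.25 had responded at E7.5 too. Of the genes tested at both time points 232 passed at both, 78 higher at both and 133 lower at both (17.7 and 35.8 expected for independent calls), and 21 in opposite directions. With the replicate block 41 genes passed at both. In 6N embryos 12 genes passed at both, 5 higher, 5 lower and 2 in opposite directions. In 6J embryos at E7.5, 5 heat shock and cytosolic chaperone genes rose and 10 fell among 36 (camera adjusted p = 0.0252, and 0.388 with an estimated correlation). Of 59 signaling genes of the Wnt, FGF, BMP, Nodal and Notch pathways, 7 rose and 14 fell (camera adjusted p = 0.00774, and 0.182 with an estimated correlation).

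In vehicle embryos at E7.5 the strains differed in few genes, and the lists below were set apart only at the preset correlation. Among 26 primitive streak and nascent mesoderm genes, 0 passed limma's test and 6 were lower in 6J embryos at an unadjusted p under 0.05 (mean −0.386, camera adjusted p = 1.48e-07). The mean level of that list in 6J embryos was 10.804, with the lowest embryo at 9.9899 and the highest at 11.05. Among 76 cytoplasmic ribosomal protein genes, 0 passed limma's test and 5 were higher at an unadjusted p under 0.05 (mean 0.204, camera adjusted p = 9.65e-13), and of 54 replication-dependent histone genes 1 was higher (mean 0.134, camera adjusted p = 4.66e-07). With an estimated correlation the adjusted p was 0.68 for the 3 lists. The response to PAE at E7.5 was more negative in 6J embryos for 4 genes of the node, axial mesoderm and definitive endoderm and more positive for 1 of 26 (mean −0.302, camera adjusted p = 0.0117, and 0.83 with an estimated correlation), and it was more positive for 7 of 44 targets of the transcription factor ATF4 (mean 0.187, camera adjusted p = 0.00246, and 0.762 with an estimated correlation).

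For the fall of mesoderm genes in 6J embryos at E7.5, a loss of paraxial mesoderm fate and a delay of development (r = −0.0907 with the change of 6N vehicle embryos) both stay open. The paper had matched the embryos for stage by morphology, so a delay would lie within the matched stages. More extraembryonic tissue stays open as well, since the tissue test (0.634) cannot decide on it. Staged counts of somite precursors in both strains would tell loss of fate and delay apart. Maternal blood is a candidate explanation of the neutrophil genes in 6N PAE embryos (r = 0.68 with adult globins within groups). In 6J embryos after PAE the neutrophil list was higher by 0.266 at E7.5 with globins at −0.0131, and globins by 1.59 at E7.25 with the neutrophil list at 0.0819. These group means hold far vehicle embryos, at 14.123 for globins (E7.5) and 8.1117 for the neutrophil list (E7.25), so they do not argue against maternal blood. Staining of sections for S100a8 would place their source.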
